# H2A.Z is dispensable for both basal and activated transcription in post-mitotic mouse muscles

**DOI:** 10.1093/nar/gkaa157

**Published:** 2020-04-08

**Authors:** Edwige Belotti, Nicolas Lacoste, Thomas Simonet, Christophe Papin, Kiran Padmanabhan, Isabella Scionti, Yann-Gaël Gangloff, Lorrie Ramos, Defne Dalkara, Ali Hamiche, Stefan Dimitrov, Laurent Schaeffer

## Abstract

While the histone variant H2A.Z is known to be required for mitosis, it is also enriched in nucleosomes surrounding the transcription start site of active promoters, implicating H2A.Z in transcription. However, evidence obtained so far mainly rely on correlational data generated in actively dividing cells. We have exploited a paradigm in which transcription is uncoupled from the cell cycle by developing an *in vivo* system to inactivate H2A.Z in terminally differentiated post-mitotic muscle cells. ChIP-seq, RNA-seq and ATAC-seq experiments performed on H2A.Z KO post-mitotic muscle cells show that this histone variant is neither required to maintain nor to activate transcription. Altogether, this study provides *in vivo* evidence that in the absence of mitosis H2A.Z is dispensable for transcription and that the enrichment of H2A.Z on active promoters is a marker but not an active driver of transcription.

## INTRODUCTION

Histone variants are non-allelic isoforms of conventional histones (1,2). Each histone has variants, though H4 variants are only found in hominids (1,3,4). Histone variants differ from conventional histones in their primary sequence, transcriptional regulation and timing of expression during the cell cycle (1–3). Incorporation of histone variants can confer novel structural properties to nucleosomes and change the functional chromatin landscape (3,5–7). The current view is that histone variants are involved in all aspects of DNA metabolism including transcription, replication and repair (1) and that they can be implicated in numerous diseases, particularly in cancer (for review see (8–10)).

The H2A family of histone variants is one of the largest. In addition to conventional H2A, the family comprises of at least macroH2A, H2A.X, H2A.Z and H2A.Bbd (11).

In mammals, H2A.Z is encoded by two genes, H2A.Z-1 and H2A.Z-2, located on chromosomes 3 and 11. H2A.Z-1 and H2A.Z-2 differ by only three amino-acids (12,13). H2A.Z is an essential protein in mammals (14). ANP32E and YL1 are part of large protein complexes that were identified as H2A.Z specific chaperones, responsible for either its eviction or its deposition in chromatin (15,16). In vertebrates, genome-wide studies have shown that H2A.Z is enriched at active promoters (17–19), in facultative heterochromatin (20) and at centromeres (21,22). Interestingly, at the +1 and –1 nucleosome positions surrounding the Transcription Start Site (TSS), H2A.Z proportions are correlated with the strength of transcription (18,23).

H2A.Z is also preferentially bound to other regulatory elements such as enhancers and CTCF-binding sites, which mark insulator sites in the genome, and more generally in chromatin regions where histones have a high turnover (15,17,18,24–26). From all these observations, it appears that H2A.Z could be a key player in the control of transcription.

However, the data linking H2A.Z-containing nucleosomes and transcription remain mainly correlative, and based on studies carried out in cultured cells. Their interpretation has to take into account perturbations of DNA replication and cell division that can indirectly affect gene expression. For example, depletion of H2A.Z in vertebrates results in strong mitotic and cytokinesis defects and can activate an apoptotic program leading to cell death (27). H2A.Z is enriched at early replication origins and participates to their activation (28,29). It appears that unravelling the exact function of H2A.Z in the control of transcription requires a system in which H2A.Z can be inactivated in cells that no longer replicate DNA. Skeletal muscle and the Cre-/loxP system provide such a paradigm.

Transgenic mice, expressing the Cre recombinase under the control of the human α-skeletal actin promoter (HSA-Cre), express the recombinase in post-mitotic skeletal muscle cells (30). Thus, breeding HSA-Cre mice with H2A.Z-1^flox/flox^:H2A.Z-2^flox/flox^ mice specifically inactivates H2A.Z-1 and H2A.Z-2 in post-mitotic skeletal muscle cells (hereafter named H2A.Z dKO). These cells provide a convenient tool to analyse *in vivo* the requirement of H2A.Z for transcription maintenance and regulation.

Gene expression in skeletal muscle cells is tightly controlled by innervation. Two days after denervation, muscle cells have adopted a new gene expression program involving the activation and the repression of hundreds of genes (31). The best characterized genes activated upon denervation encode a variety of proteins: transcription factors (MYOD, Myogenin), neurotransmitter receptors (acetylcholine receptor subunits), kinases (MuSK, PAK1), histone deacetylases (HDAC6, HDAC4) and ubiquitin ligases (MURF1, MAFBX, MUSA1) (31–33). Depriving muscles of their innervation thus provides a convenient method to evaluate the involvement of H2A.Z in *de novo* regulation of gene expression.

Our RNA-seq and ATAC-seq analysis of innervated and denervated H2A.Z dKO muscles revealed that the absence of H2A.Z affected neither steady state nor activated gene expression.

## MATERIALS AND METHODS

### Generation of H2A.Z-1/H2A.Z-2 HSA-Cre mice

The H2A.Z mouse line was generated at the ‘Institut Clinique de la Souris’ (ICS-MCI; Illkirch, France). The targeting vector containing a Frt Neomycin resistance cassette and (i) *H2afz*: in which exons 2–4 was flanked by loxP sites or (ii) *H2afv*: in which exons 4–5 was flanked by loxP sites was generated. Each constructs were electroporated into mouse embryonic stem (ES) cells. Targeted ES cells were injected into C57BL/6 blastocysts which were implanted in pseudo-pregnant females. Removal of the Neomycin cassette in the targeted allele was accomplished by crossing the chimeric males giving germline transmission with Flp transgenic females to generate mice with the conditional allele (Figure 1A and B). Each strain was backcrossed for 10 generations on C57BL/6N mice. Finally, H2A.Z-1^flox/flox^:H2A.Z-2^flox/flox^ mice were obtained by crossing the mice with HSA-Cre transgenic strain (30) to generate the muscle specific conditional double KO. Mice were genotyped by PCR amplification of genomic DNA extracted from newborn biopsies. A 40 μl volume of extraction buffer (0.5 mg/ml proteinase K, 0.2% SDS, 0.2 M NaCl, 100 mM Tris, 5 mM EDTA, pH 8.0) was added to biopsies and incubated at 54 °C overnight. After DNA precipitation and resuspension in 200 μl of water, 1 μl of DNA was taken as template in a 25 μl PCR reaction using the Go Taq DNA polymerase (Promega) according to the provider's recommendation. Genotyping was performed with primers listed in Supplementary Table S1.

**Figure 1.**
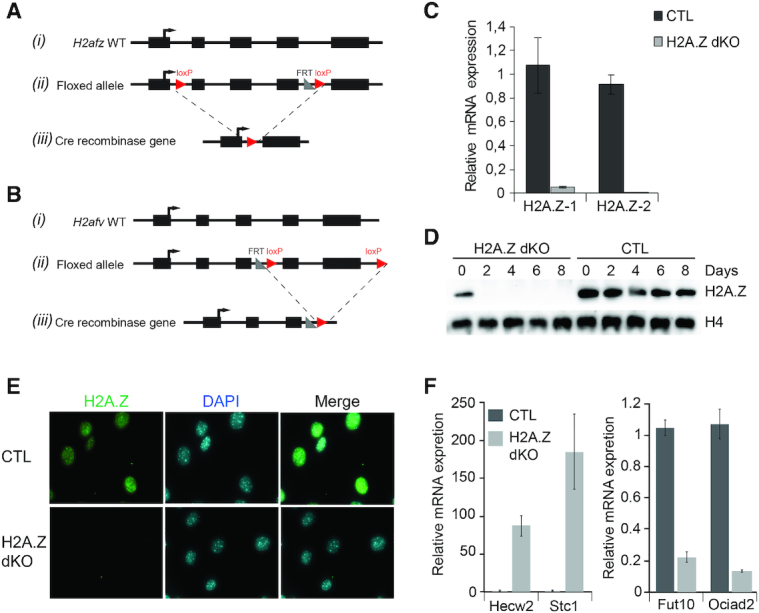
Generation and characterisation of the H2A.Z-1 and H2A.Z-2 models. **(A)** (i) Wild-type *H2afz* gene structure. Black boxes indicate the exons. (ii) The conditional allele of the *H2afz* flox/flox gene. LoxP sites were inserted at the indicated position. (iii) Organization of the H2A.Z-1 knock-out (KO). Exons 2, 3 and 4 are deleted upon expression of Cre recombinase to generate the KO allele *H2afz* (−/−). (**B**) Same as (A), but for the *H2afv* gene. LoxP site was inserted on both ends of exon 4–5. After Cre-recombinase expression, exon 4 and 5 are deleted to create the KO allele *H2afv* (−/−). (**C**) Bar graphs representing the expression level of *H2afz* and *H2afv* genes measured by RT-qPCR analysis in MEFs infected with either control adenovirus or with adenovirus expressing Cre recombinase. (**D**) H2A.Z is efficiently depleted upon infection of MEFs with adenovirus expressing Cre recombinase. Western blot of MEF cells using anti-H2A.Z antibody. H4 was used as loading control. (**E**) Immunofluorescence detection of H2A.Z on proliferating MEFs 2 days after infection. (**F**) RT-qPCR of RNA isolated from CTL and H2A.Z double flox MEF cells in absence or presence of adeno-Cre virus particles. On the left panel, some up-regulated genes in absence of H2A.Z and on the right panel some down-regulated genes in absence of H2A.Z.

### Cell culture

Mouse embryonic fibroblasts (MEFs) were derived from E13.5 WT and double H2A.Z flox embryos. Heads and internal organs were removed, the torso was minced into chunks of tissue. Cells were immortalized with a retrovirus expressing the large SV40 T antigen and cultured in high glucose Dulbecco's modified Eagle's medium (DMEM), with sodium pyruvate, Glutamax (Gibco), 10% fetal bovine serum (FBS), and penicillin–streptomycin in a humidified incubator at 37°C and a 5% CO_2_ atmosphere. Immortalized H2A-Z.1^flox/flox^:H2A-Z.2^flox/flox^ MEFs were plated at 30% of confluency and were infected with recombinant adenoviruses encoding either GFP or a Cre-GFP fusion (Ad-CMV-GFP or Ad-CMV-Cre-GFP, Vector Biolabs, Philadelphia, Pennsylvania, USA) to respectively generate control (CTL) and H2A.Z double KO (H2A.Z dKO) cell lines. Viruses were diluted in the culture media for overnight infection. Cells were then washed and were diluted 4 times every 2 days to have them always below a confluence of 70%. Cells were collected every 2 days until 8 days after infection.

### Mice care

Animals were provided with mouse chow and water *ad libitum* in a restricted-access, specific pathogen–free animal care facility at the Ecole Normale Supérieure of Lyon (Plateau de Biologie Expérimentale de la Souris). All procedures were performed in accordance with national and European legislation on animal experimentation.

### Denervation of hindlimb muscles

Section of the left sciatic nerve was used to induce denervation. Briefly, after the mice were anesthetized with an intraperitoneal injection of ketamine (100 mg.kg^−1^) and xylazine (10 mg.kg^−1^), the sciatic nerve was exposed in the thigh and doubly cut (5 mm apart) just distal to the sciatic notch. Contralateral muscles that were not operated and were used as controls. Forty eight hours post-denervation, non-denervated and denervated *tibialis anterior* (TA) muscles were collected and snap frozen in liquid nitrogen. All operative procedures were performed using aseptic techniques and according to the ethical committee recommendations (Ceccap-ENS-2014-019).

### Quantitative RT-PCR

For RNA extraction from MEF cells, 1 ml of TRI reagent (Sigma) was added to 10 cm cell culture plate that have been washed once before with PBS. Cells are then scrapped and place in a 1.5 ml tube and processed following provider's instructions. To extract total RNA from muscles, 500 μl of TRI Reagent (Sigma) was added to individual frozen *tibialis anterior* in tubes containing ceramics beads (Lysing Matrix D – MP biomedicals) for homogenization in a PreCellys (Bertin Technologies) (6500 RPM, 3 × 10 s). After centrifugation, TRI Reagent was removed and beads were washed once with 500 μl of TRI reagent. Total RNA was extracted following provider's instruction. To generate cDNA, total RNA was treated with DNase (Ambion) and reverse transcribed with RevertAid H Minus Reverse Transcriptase (ThermoFisher) primed with random hexamers. RT-qPCR was performed using SYBR Green Mastermix (Qiagen) in the CFX-connect system (Bio-Rad). Relative expression levels were normalized to *GusB* and *Rpl41* housekeeping genes expression using the ΔΔ*C_t_* method. Primers are listed in Supplementary Table S2.

### RNA-seq

Total RNA from the *tibialis anterior* muscle was extracted from three different mice. Libraries of template molecules suitable for strand-specific high-throughput RNA sequencing were created using a TruSeq Stranded Total RNA with Ribo-Zero Gold Prep Kit (RS-122-2301; Illumina) as previously described (34). The libraries were sequenced on Illumina Hiseq 4000 sequencer as single-end 50 bp reads following Illumina's instructions. Image analysis and base calling were performed using RTA 2.7.3 and bcl2fastq 2.17.1.14. Adapter dimer reads were removed using DimerRemover v0.9.2. Reads were mapped to the mouse genome (mm9) using Tophat (35) v2.0.14 and Bowtie (36) v2-2.1.0. Quantification of gene expression was performed using HTSeq (37) v0.6.1 and gene annotations from Ensembl release 67.

### Nuclei preparation

Muscles of individual hind limbs were collected and put in 4 ml of cold buffer A (300 mM sucrose, 10 mM NaCl, 1.5 mM MgCl_2_, 15 mM Tris–HCl pH 8.0 and protease inhibitor cocktail (Sigma)). Muscles were minced with scissors and transfered in a dounce homogenizer where 50 strokes of the loose pestle were slowly applied. The extract was then passed through a 100 μm cell strainer to remove myofibrils debris and placed back into a clean cold dounce homogenizer. Nonidet P-40 was then added to the extract to a final concentration of 0.5%, which was then incubated for 15 min at 4°C. Subsequently, 50 strokes with the tight pestle were applied. The nuclei suspension was finally clarified through a 40 μm cell strainer, centrifuged at 2000 g for 10 min at 4°C and washed in cold buffer A. Purified nuclei were resuspended in a small volume of buffer A for further ChIP-seq, ATAC-seq or immunoblot analysis.

### ChIP-seq

Muscle nuclei from three different mice were pooled to perform the ChIP-seq experiment. Purified nuclei were crosslinked with 0.2% formaldehyde for 1 min before quenching with 125 mM glycine for 5 min at room temperature. The buffer was then changed to 300 mM NaCl, 300 mM sucrose 0.1% NP-40, 2 mM CaCl_2_, 15 mM Tris–HCl pH 8.0 following a centrifugation at 2000 g for 10 min. MNase (Roche diagnostic) was then added to the nuclei and incubated at 37°C for a period of time long enough to generate a majority of mono- and di-nucleosomes. The reaction was stopped by increasing EDTA concentration to 10 mM. After a 5 min centrifugation at 20 000 g, 20 μg of chromatin from the supernatant were incubated overnight at 4°C with an immunopurified highly specific polyclonal anti-H2A.Z rabbit antibody generated in-house (15), followed by 2 h incubation with Protein A dynabeads (Invitrogen). Immunoprecipitated material was sequentially washed with buffer containing low salt (150 mM NaCl), high salt (500 mM NaCl) and finally a high stringency wash (500 mM NaCl, 0.25 M LiCl and 1% sodium deoxycholate) in 10 mM Tris–HCl pH 8, 1 mM EDTA buffer. DNA was released from immunoprecipitated complexes by overnight incubation at 65°C and finally isolated over Qiagen PCR purification columns.

Libraries were prepared using the Diagenode MicroPlex Library Preparation kit v2, and sequenced on Illumina Hiseq 4000 sequencer as single-end 50 bp reads following Illumina's instructions. Image analysis and base calling were performed using RTA 2.7.3 and bcl2fastq 2.17.1.14. Adapter dimer reads were removed using DimerRemover v0.9.2. Reads were mapped to the mouse genome (mm9) using Bowtie v1.0.0 with the following arguments: -m 1 –strata –best -y -S –l 40 -p 2.

### ATAC-seq

Purified nuclei are quantified using DAPI and 50 000 of them are taken to performed the ATAC-seq protocol as described in Buenrostro *et al.* (38). Nextera adapters were trimmed from reads with Trimmomatic (39). Remaining paired reads longer than 20 bp were mapped to the mouse genome (mm9) using Bowtie, using the local alignment mode (–local) and a maximum fragment length set to 2000 bp (–maxins).

### Immunoblot

Chromatin preparations were separated on a 18% SDS-PAGE and transferred onto polyvinylidene fluoride (PVDF) Immobilon-P membranes (Millipore). Immunoblots were performed with enhanced chemiluminescence (ECL) PLUS reagent (GE Healthcare) according to the manufacturer's instructions. Antibodies used were as follows: rabbit monoclonal anti-Histone H4 pan (04-858, Merck Millipore); rabbit polyclonal anti-H3 (#61277); mouse monoclonal anti-α-Tubulin (T6074, Sigma); the rabbit polyclonal anti-H2A.Z (15).

### Histology

Hind limb muscles surrounding the tibial bone (Gastrocnemius, Plantaris, Soleus (GPS), TA and Extensor Digitorum Longus (EDL) were collected from 7 weeks-old CTL and H2A.Z dKO mice, frozen in isopentane cooled on dry ice, and cross-sectioned at 10 μm thickness in a cryostat. Transverse sections were stained with Hematoxylin and Eosin for immunohistochemistry and with Wheat Germ Agglutinin (WGA) / DAPI for immunofluorescence, analysed using an Axio Scan.Z1 slide scanner (Zeiss Microscopy). Morphometrics analysis were performed with the ImageJ software.

### Immunofluorescence

Cross sections were rehydrated in PBS, fixed with 4% PFA for 10 min, permeabilized in 1× PBS, 0.1% Triton for 30 min at room temperature then saturated in 1× PBS 1% BSA 1% normal goat serum for 1 h. Staining with green WGA (W11261, Molecular Probes) and DAPI were performed overnight at 4°C. Coverslips were then mounted with Vectashield (Vector Laboratories) and sealed with nail polish.

For myofibers staining, an EDL muscle was collected and fixed in 4% paraformaldehyde 10 min for tissue dissection and staining. Muscles were slowly teased with fine forceps to isolate individual fibers and small fiber bundles. Fibers were permeabilized in 1× PBS, 0.1% Triton for 30 min at room temperature, saturated in 1× PBS 1% BSA for 1 h before overnight incubation with the primary antibody (home-made anti-H2A.Z 1/100) diluted in blocking buffer. After washing, fibers were incubated with a secondary antibody conjugated with FITC (Molecular probes). DNA and neuromuscular junctions were respectively stained with DAPI (2 μg/ml) and α-bungarotoxin Alexa-555 (Molecular probes) for 2 h at room temperature. After washing, fibers were mounted on glass slide with Vectashield (Vector Laboratories) and analysed using a confocal laser scanning microscope (Leica SP5). Images were processed using ImageJ software.

### Computational analyses

Repeat analyses of RNA-seq and ChIP-seq datasets were performed as previously described (35). Processed datasets were restricted to repeat families with >500 mapped reads per ChIP sample or >5 reads per million mapped reads per RNA sample to avoid over- or under-estimating fold enrichments due to low sequence representation.

Heatmaps and quantitative analysis of the ChIP-seq data were performed using seqMINER (http://bips.u-strasbg.fr/seqminer/). As reference coordinates, we used the Ensembl 67 database of the mouse genome (mm9).

For ATAC-seq data not properly paired, supplementary alignments and putative PCR duplicates were removed using the Picard Tools (https://broadinstitute.github.io/picard/) (39–41). Enriched regions were identified with MACS2 (42) at q value 0,01, with either a wide or narrow assumption of how accessibility is inferred from fragments ends: a wide model was a half nucleosome length (73bp) centered on the fragment ends (ie –nomodel –shift −37 –extsize 73), these ends having been shifted 4bp forward for (+) reads and 5bp backward for (−) reads, in order to represent the center of the tn5 transposon binding event, as suggested (43); the narrow model was the tn5 transposon occupancy only (ie –nomodel –shift -5 –extsize 9). Mitochondrial peaks and peaks overlapping blacklisted regions were filtered out (44). In order to compare accessibility between both conditions, we focused on the union of their peaks, analysing those called with the wide or narrow model separately. As an example, for the peaks produced with the wide calling model, we first defined true enriched regions in each condition as MACS2 peaks shared by the three replicates, taking the union of the intervals, if overlapped by at least 25% of their length; we then merged these true enriched regions from both conditions, taking the union of regions overlapping by more than 50% of their length, or keeping not overlapped regions with their boundaries unchanged (45). We quantified the fragments ends tn5-shifted and 37 bp extended falling within these 52 142 union intervals. 

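The deposited table analysed here lists 39768 intervals on 21 chromosomes of mm9, of which 641 lie on chromosome X and 10 on chromosome Y. They are 9 to 1086 bp wide, with a median of 137 bp, and 11629 of them (29.2%) are narrower than the 73 bp over which the wide model spreads each fragment end. A total of 4473 intervals overlap the one before them, so that fragment ends in the shared part count in both. A column of the table, made by the authors, lists 15376 intervals for both groups, 17264 for H2A.Z dKO only and 7128 for CTL only. The name of the table calls its peaks pooled, whereas the methods require regions shared by the 3 replicates, so how an interval entered these sets is not certain. By the GENCODE vM1 annotation of mm9, 20973 intervals (52.7%) contain an annotated TSS or have an edge within 1 kb of one. Another 9598 (24.1%) lie elsewhere in a gene and 9197 (23.1%) are intergenic.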

Differential peak enrichment was then computed using DESeq2 (46), Heatmaps were performed using deeptools2 (47), plotting the means of the fold enrichment files generated by MACS2 from the three replicates for each condition, using the narrow peak calling, the TSSs being sorted either by the RNA-seq expression data from the CTL condition, or by the CTL ATAC-seq TSS enrichment.

## RESULTS

### Ablation of H2A.Z-1 and H2A.Z-2 in MEFs cells

The H2A.Z-1^flox/flox^:H2A.Z-2^flox/flox^ mouse line was created with the strategy described in Figure 1A and B. Briefly, loxP sequences were inserted before exon 2 and after exon 4 of *h2afz* (H2A.Z-1) and before exon 4 and after exon 5 of *h2afv* (H2A.Z-2) using the standard recombination strategy. To evaluate the efficacy of our inactivation strategy and the stability of H2A.Z, we first isolated Mouse Embryonic Fibroblast (MEF) cell lines from the double floxed mouse line. Upon Cre induction using an adenoviral system, *h2afz* and *h2afv* knock-down was evaluated by RT-qPCR (Figure 1C), and H2A.Z protein depletion was evaluated by western blotting (Figure 1D) and immunofluorescence (Figure 1E). Two days after infection by the adeno-Cre, H2A.Z protein was already undetectable in cycling cells. H2A.Z dKO cells did not survive >9 days after H2A.Z withdrawal, recapitulating the essential function of H2A.Z (27). We then used RT-qPCR to evaluate the expression of a set of genes known to be affected by the absence of H2A.Z in mouse cells (25). As expected, they were misregulated in the absence of H2A.Z (Figure 1F). We then initiated the study of the role of H2A.Z in post-mitotic muscle cells *in vivo* to determine if, in absence of replication and cell division, the same effects would be observed.

### H2A.Z is enriched at TSS of active genes in mouse skeletal muscle

Currently, no data are available on the distribution of H2A.Z *in vivo* in skeletal muscle and more generally in post-mitotic cells. To analyse the genomic distribution of H2A.Z in adult skeletal muscle, ChIP-seq was performed on *tibialis anterior* (TA) muscles from 7 weeks old mice. Results indicated that H2A.Z was enriched around transcriptional start sites (TSS) as in most other cell types (48) (Figure 2A). RNA-seq was then performed to compare gene expression data to the ChIP-seq. The results showed that the abundance of H2A.Z was correlated with gene expression (Figure 2B). Altogether, these results are in agreement with numerous previous studies showing that H2A.Z is enriched around the TSS of active genes (15,17,18). Skeletal muscle thus provides an adequate system to evaluate the requirement of H2A.Z for gene expression in post-mitotic cells.

**Figure 2.**
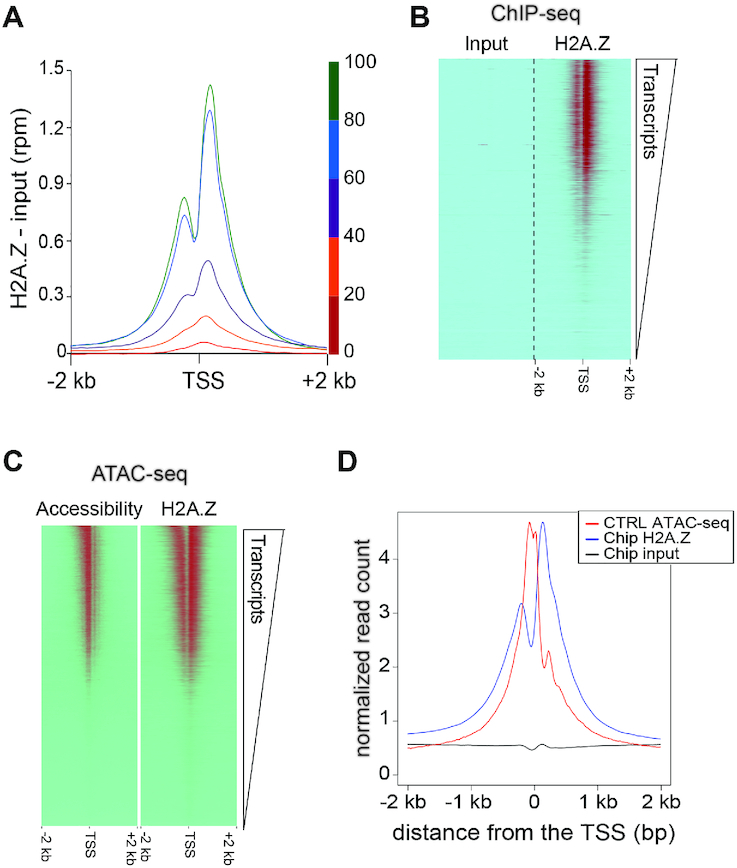
H2A.Z localisation and DNA accessibility at genome-wide level according to the transcription. (**A**) Distribution of H2A.Z relative to the transcription start sites (TSS) (the distinct colors indicate the different levels of transcription) and (**B**) Heat map of input and H2A.Z ChIP-seq enrichments around the transcription start sites (TSSs) ranked according to the RNA-seq levels, in muscle skeletal myofibers. (**C**) Heat map of the ATAC-seq signal and H2A.Z Chip-seq enrichment around the transcription start sites (TSSs) ranked according the RNA-seq levels. (**D**) Distribution of H2A.Z and DNA accessibility relative to the TSS.

Using ATAC-seq in control muscles to assess chromatin accessibility at the genome level, we could readily detect a correlation between the presence of H2A.Z and accessible regions of the DNA (Figure 2C). 

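ATAC-seq uses the Tn5 transposase, which cuts DNA that nucleosomes leave exposed and joins sequencing adapters to the cut ends, so that the number of fragment ends in a region measures the accessibility of its chromatin. The deposited counts cover 6 libraries made from 50000 nuclei each, from mice 7 weeks old. There are 3 CTL libraries from double floxed mice without Cre, and 3 libraries labelled H2A.Z dKO from mice of this line that carry the HSA-Cre transgene. The methods describe muscles of the hind limb homogenized in a Dounce, whereas the sample labels name tibialis anterior muscle and nuclei purified by ultracentrifugation. The labels also call the group without Cre WT. The authors trimmed the adapters, aligned the read pairs to mm9, removed PCR duplicates, moved each fragment end to the centre of the Tn5 binding event and called peaks with MACS2. By the methods, they kept the regions shared by the 3 replicates of a group and merged those of both groups. Each fragment end was also extended, and the ends falling within each interval were counted without normalization. An end that lies just outside a narrow interval may thus be counted in it. These counts summed to 6117245, 4629146 and 3520008 in CTL replicates 1, 2 and 3, with a median of 4629146. In H2A.Z dKO replicates 1, 2 and 3 they summed to 5873299, 4549968 and 5021343, with a median of 5021343. The sums hold only the fragment ends counted in the intervals, and the median interval had 67.3 counts per library. Chi-square per interval was 1.45 to 4.81 over the 15 pairs of libraries, above the value of 1 that sampling noise gives, so no pair was counted as 1 sample. From the counts, RPKM were computed from the width of each interval and the sum of counts in all intervals. This width was not enlarged for the extension of the ends, so RPKM may be too high in narrow intervals. The groups were compared with edgeR's quasi-likelihood test on TMM-scaled counts, with Benjamini-Hochberg adjustment over all intervals. H2A.Z ChIP-seq and RNA-seq were not analysed here.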

Since ChIP-seq experiments showed a correlation between the strength of transcription and H2A.Z enrichment at the TSS, we can conclude that in muscle cells, as in any cell type, a correlation exists between transcription strength and chromatin accessibility. 

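In the CTL libraries, the counts in intervals near the TSS of protein-coding genes were grouped by the distance of the interval from the TSS. The 6946 intervals with their midpoint in the 100 bp upstream of the nearest TSS held 29.1% ± 0.136 (SD, n = 3) of the counts in all intervals, the largest share of any 100-bp bin within 1 kb of a TSS. The bin of the first 100 bp downstream held 13.2% ± 0.0721 (SD, n = 3) and the bin from 200 to 100 bp upstream held 11.7% ± 0.0423 (SD, n = 3). From 100 to 200 bp downstream the share was 3.14% ± 0.0139 (SD, n = 3), and from 900 to 1000 bp upstream it was 0.223% ± 0.005 (SD, n = 3). These differences in share exceed the spread between replicates, but the shares also depend on the number of intervals in a bin, 6946 just upstream against 3382 in the first 100 bp downstream. The median RPKM was 138 ± 1.11 (SD, n = 3) in the bin just upstream of the TSS, 141 ± 0.905 (SD, n = 3) in the whole 200 bp upstream and 133 ± 0.996 (SD, n = 3) in the first 100 bp downstream, against 95.2 ± 0.203 (SD, n = 3) in the 13428 intervals more than 10 kb from a TSS, which held 17.6% ± 0.0973 (SD, n = 3) of the counts. All counts of an interval go to the bin of its midpoint, and many intervals are wider than a bin, with a median width of 137 bp. Overlapping intervals count shared ends more than once, so the bins do not place fragment ends to within 100 bp. The RPKM also depend on interval width, which was not matched between the regions. The shares describe called intervals only, and fragment ends outside them were not analysed here.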

ChIP-seq and ATAC-seq alignment further indicated that in muscle fibers, as in other mouse tissues (49), chromatin was the most accessible between the +1 and the −1 nucleosomes surrounding the TSS (Figure 2D).

### Ablation of H2A.Z-1 and H2A.Z-2 in mouse skeletal muscle fibers

The H2A.Z-1^flox/flox^:H2A.Z-2^flox/flox^ mouse line was crossed with mice expressing the Cre recombinase under the control of the HSA promoter, driving expression of the Cre recombinase in post-mitotic skeletal muscle cells (30). In HSA-Cre mice, the expression of the Cre recombinase is initiated in the second half of embryonic development and reaches its plateau of expression around birth (50). The depletion of both H2A.Z in the TA muscles of 7–8 weeks old mice was demonstrated by RT-qPCR (Figure 3B) and western blotting (Figure 3C). In both cases, the remaining signal (∼15–20%) reflects the presence of non-muscle cells e.g. fibroblasts, endothelial cells, macrophages (51). Of note, H2A.Z was below the immunofluorescence detection level in PAX7 positive satellite cells (Supplementary Figure S1). Immunofluorescence experiments were carried out to specifically visualize the decline in H2A.Z content in the nuclei of muscle fibers (Figure 3A and D). One week after birth H2A.Z levels were already significantly decreased (Figure 3A) and by post-natal week 4, H2A.Z could not be detected anymore in muscle nuclei. Consistently, 7 weeks after birth no H2A.Z could be detected in muscle nuclei whereas its expression remained unaffected in non-muscle cells (Figure 3D). For further analysis, muscles were collected seven weeks after birth, thus several weeks after the depletion of H2A.Z (Figure 3A). Phenotypically, seven weeks old H2A.Z dKO mice were indistinguishable from control mice (CTL). Body weights were similar (with a mean of 20.7 g ± 1.3 and 21 g ± 0.7 for CTL and dKO mice, respectively; *n* = 7 for each group) and muscle histology was similar in H2A.Z dKO and CTL mice. Fibrosis, fiber type composition, and mitochondria distribution and function were identical in control and H2A.Z dKO muscles (Figure 4A, see below Supplementary Figure S5). Hematoxylin Eosin and WGA/DAPI staining were used to visualize muscle structure. Gomori's Trichrome was used to stain the connective tissue, mitochondria, rods and vacuoles. SDH-Cox and NADH staining were used to visualize the activity and distribution of the respiratory chain (52). Importantly, the distribution of fiber size (cross-sectional area) was comparable between CTL and H2A.Z dKO muscles (Figure 4B). In adult muscles, the loss of muscle fibers is usually compensated by the formation of new muscle fibers from resident adult muscle stem cells. Regenerating muscle fibers are easily detected by the central position of their nuclei since in other fibers the nuclei are located at the periphery, directly beneath the plasma membrane. We observed 0.84% ± 0.13 (*n* = 4) and 0.80% ± 0.13 (*n* = 3) of centronucleated fibers in H2A.Z dKO and CTL muscles, respectively. These values fit with those reported for healthy muscles (53,54) and indicate the absence of active regenerative process in H2A.Z dKO muscles. Altogether, these data reveal that H2A.Z depletion in skeletal muscle fibers does not induce any detectable alteration.

**Figure 3.**
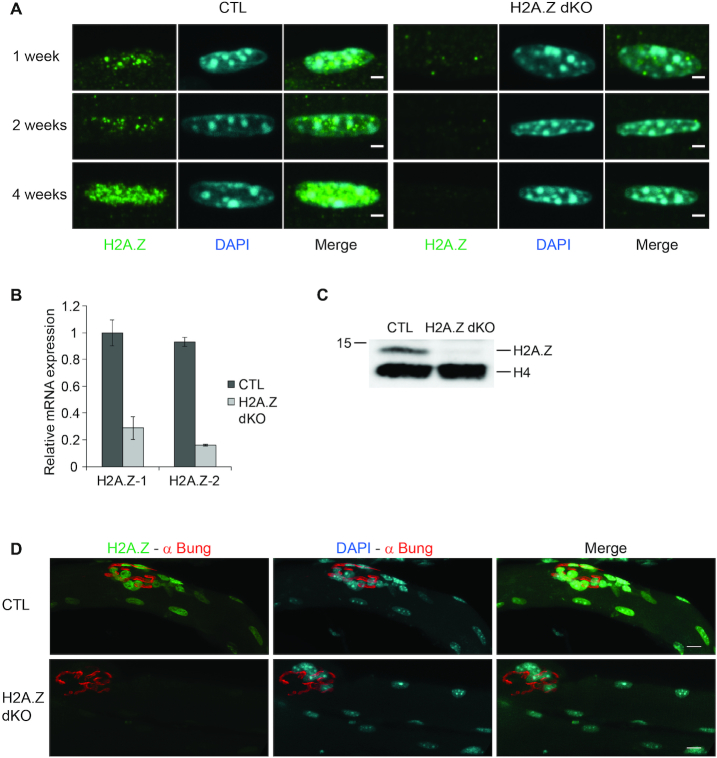
Validation of the H2A.Z cKO mouse model. (**A**) Immunofluorescence detection of H2A.Z on *tibialis anterior* muscle fibers from 1 week, 2 weeks and 4 weeks old CTL and H2A.Z dKO mice. DAPI was used to stain the DNA (Scale bar 2 μm). (**B**) H2A.Z-1 and H2A.Z-2 RT-qPCR of RNA isolated from the double cKO mouse strain on 7 weeks aged mice (*n* = 3). (**C**) Western blotting of H2A.Z from nuclear extracts of skeletal muscles from CTL and double cKO H2A.Z-1^(−/−)^ × H2A.Z-2^(−/−)^ (H2A.Z dKO) on 7 weeks old mice. H4 is used as loading control. (**D**) Immunofluorescence detection of H2A.Z on EDL muscle fibers from 7 weeks old CTL and H2A.Z dKO mice. α-bungarotoxin is used to stain the neuromuscular junction and DAPI to stain the DNA (scale bar: 10 μm).

**Figure 4.**
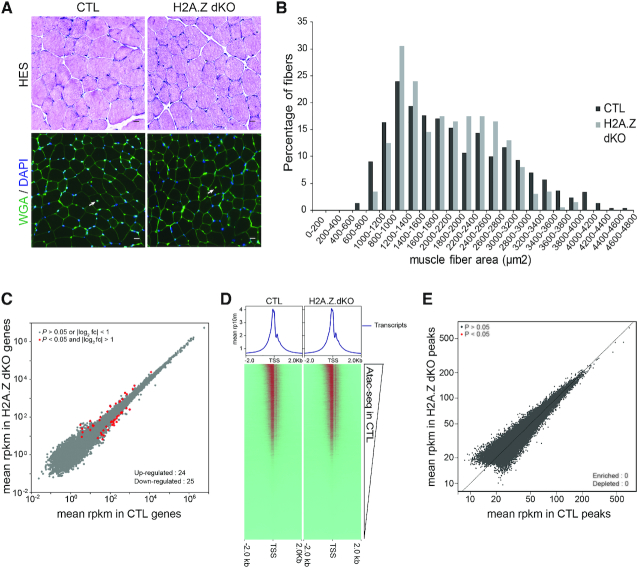
Characterization of the H2A.Z cKO mouse model. (**A**) Histological analysis of *tibialis anterior* muscles by Hematoxyline and Eosin (HE) and Wheat Germ Agglutinin-Lectin (WGA) staining from 7 weeks old CTL and H2A.Z dKO mice (scale bar: 20 μm, arrows indicate centronucleated fibers). (**B**) Fiber size distribution analysed from 200 myofibers of each samples. (**C**) Scatter plots comparing global gene expression levels between CTL and H2A.Z dKO cells in muscle from 7 weeks-old mice. (**D**) Heat map of the ATAC-seq signal enrichment around the transcription start sites (TSSs) in CTL and H2A.Z dKO, the TSSs being ranked according to the CTL level. (**E**) Scatter plot comparing ATAC-seq peaks enrichment in CTL and H2A.Z dKO muscles.

### The absence of H2A.Z perturbs neither steady state gene expression nor the chromatin landscape

To evaluate the impact of H2A.Z inactivation on steady state gene expression, RNA-seq was performed on 7 weeks old CTL and H2A.Z dKO TA muscles. Analysis of the results confirmed the inactivation of both H2A.Z isoforms in H2A.Z dKO mice (Supplementary Figure S2). The transcriptomes of CTL and H2A.Z dKO muscles were almost identical (Figure 4C). In the absence of H2A.Z, the expression of only 24 and 25 genes was slightly activated or repressed, respectively, and no clustering of these genes was observed (Figure 4C, Supplementary Table S3). The expression of 16 of these genes was evaluated by RT-PCR to confirm the RNA-seq results (Supplementary Figure S3). Therefore, removing H2A.Z from skeletal muscle fibers does not significantly perturb the pattern of gene expression in muscle.

When sorted according to transcriptional strength, ATAC-seq results generated identical patterns in control and H2A.Z dKO muscles (Figure 4D). This was further confirmed by directly comparing the peaks from each experiment (Figure 4E). 

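The loci of the inactivated genes were examined first, since they check the label of each library. H2A.Z-1 is encoded by H2afz, on the plus strand of chromosome 3 of mm9 from 137527451 to 137529886, and the loxP sites flank its exons 2 to 4, which span 137528097 to 137529104. A pair of intervals lies between these sites, both in the intron between exons 3 and 4: Peak_7050, from 137528689 to 137528701, and Peak_7051, from 137528757 to 137528777. The reference sequence from the start of Peak_7050 to the end of Peak_7051, 89 bp, is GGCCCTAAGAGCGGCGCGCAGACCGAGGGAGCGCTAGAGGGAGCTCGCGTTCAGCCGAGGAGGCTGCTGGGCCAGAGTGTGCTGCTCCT. The sum of both intervals, chosen after their values were seen, was 79, 69 and 33 counts in CTL replicates 1, 2 and 3 and 57, 52 and 64 counts in H2A.Z dKO replicates 1, 2 and 3. Scaled for library size, this was 12.4 ± 2.83 CPM (SD, n = 3) in CTL and 11.3 ± 1.28 (SD, n = 3) in the libraries labelled H2A.Z dKO, a difference within the spread between replicates (exact permutation test, two-sided p = 0.6, where 3 libraries against 3 cannot go below 0.1). The log2 fold change of the sum was -0.16 (standard error 0.22, 95% confidence interval -0.61 to 0.30), or 89.6% of the CTL level with an interval of 65.4% to 123%. With single libraries left out, also tried after the values were seen, it ran from -0.30, without CTL replicate 3, to -0.015, without CTL replicate 2. The fragment ends in the floxed segment therefore do not tell the groups apart, and every direction given for the libraries labelled H2A.Z dKO rests on their labels. Of the single intervals, Peak_7050 had a log2 fold change of 0.035 (standard error 0.28), which changed sign without CTL replicate 3 or without H2A.Z dKO replicate 3, and Peak_7051 one of -0.43 (standard error 0.26, 95% confidence interval -0.98 to 0.12, adjusted p = 0.972 from edgeR's quasi-likelihood test). The authors list Peak_7050 for H2A.Z dKO only and Peak_7051 for both groups. At the promoter of H2afz, Peak_7049 had a log2 fold change of 0.12 (standard error 0.12, adjusted p = 0.983 from edgeR), which changed sign without H2A.Z dKO replicate 1. H2A.Z-2 is encoded by H2afv, on the minus strand of chromosome 11 from 6327229 to 6344446, and no interval of the table lies between its exons 4 and 5. Its promoter holds Peak_23797 and Peak_23798, which overlap, with log2 fold changes of 0.13 and -0.00015 that change sign when single libraries are left out.

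**Figure D1:**
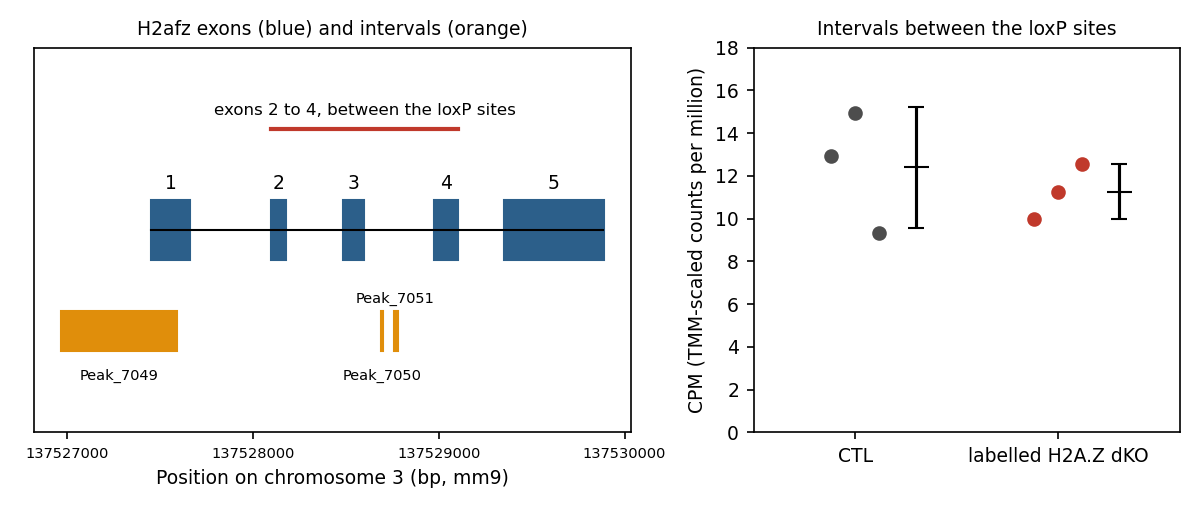
Left, exons 1 to 5 of H2afz (blue boxes) along chromosome 3 of mm9 in bp, with the intervals of the table (orange) and the span of exons 2 to 4 between the loxP sites (red line). Right, TMM-scaled counts (CPM) of Peak_7050 and Peak_7051 together, with a point per library (3 CTL and 3 labelled H2A.Z dKO) and the mean ± SD in black; the means of 12.4 and 11.3 differ by less than the SD of the CTL libraries, 2.83.

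Around TSSs, intervals within 1 kb of a protein-coding TSS held 72.9% ± 0.197 (SD, n = 3) of the counts in CTL and 72.7% ± 2.16 (SD, n = 3) in the libraries labelled H2A.Z dKO. In the 100-bp bin just upstream of the TSS the latter had 28.8% ± 0.248 (SD, n = 3). Libraries labelled H2A.Z dKO varied more, as in replicate 1 promoter intervals of all genes held 77.5% of the counts, against 73.7% and 74.0% in H2A.Z dKO replicates 2 and 3 and 75.1% to 75.4% in the CTL libraries. Across intervals, which are not independent replicates, Pearson's r of log2(RPKM + 1) was 0.758 to 0.841 for the 6 pairs of libraries within a group and 0.739 to 0.836 for the 9 pairs between groups. The mean r within groups exceeded that between groups by 0.0169, and 2 of the 10 splits of the libraries gave a difference as large (exact permutation test, one-sided p = 0.2). Over the 30384 intervals with at least 20 counts in every library, the difference was -0.0031. The ranking of TSSs by transcription was not used here.

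**Figure D2:**
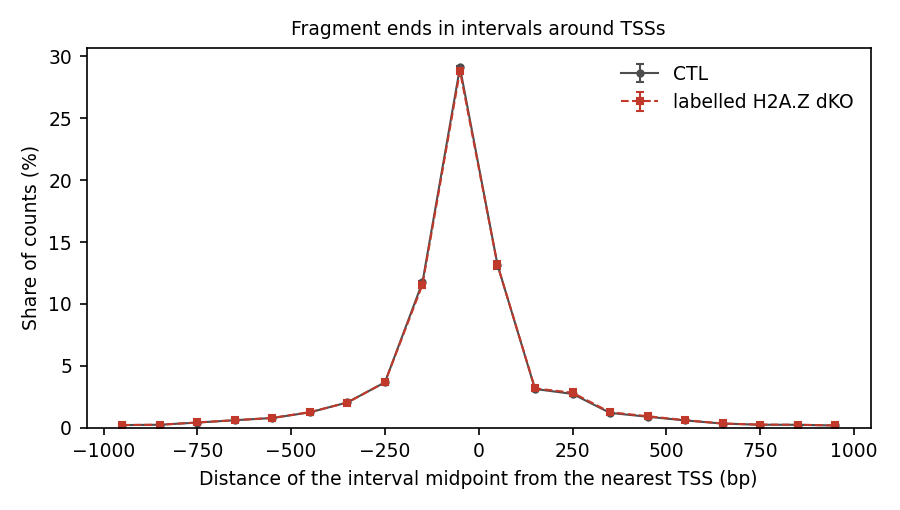
Share of all counts (%) in intervals by the distance of their midpoint from the nearest protein-coding TSS, in bins of 100 bp from -1000 to 1000 bp, as the mean ± SD of 3 CTL libraries (grey circles) and 3 libraries labelled H2A.Z dKO (red squares). Both groups peak in the bin just upstream of the TSS, at 29.1% and 28.8%.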

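Of the 39768 intervals, 0 were higher and 0 were lower in the libraries labelled H2A.Z dKO at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the smallest adjusted p was 0.615. At an unadjusted p under 0.05 there were 1970 intervals, 1051 of them higher and 919 lower, where 1988 are expected by chance. Over the alternatives this number ran from 681, when only the 19884 intervals with mean RPKM above its median were tested, to 3163 without H2A.Z dKO replicate 1, each with 0 at an adjusted p under 0.05. With DESeq2, which the paper used, 0 intervals had an adjusted p under 0.05 and 756 an unadjusted p under 0.05. A DESeq2 fit of the counts differed from the log2 fold changes in the authors' deposited table by more than 1e-06 in 0 intervals, and the adjusted p-values in the authors' deposited table lie between 0.99983 and 0.99999. Mean RPKM differed at least 2-fold in 159 intervals (0.4%), 78 higher and 81 lower. They had a median of 11.8 counts per library, and 0 intervals with at least 20 counts in every library differed this much. The other splits of the 6 libraries gave 12 to 75 such intervals. If intervals were called by group, as the methods say, the real split is favoured by construction. Of the 159, 158 lie in the set that the authors list for the group in which they are higher. The groups did not overlap in 4314 intervals (10.8%), where 10% are expected by chance. Mean log2 RPKM of the groups correlated across intervals with a Pearson's r of 0.908. The smallest p among intervals higher in the libraries labelled H2A.Z dKO belonged to Peak_32089, an intergenic interval on chromosome 15 from 66979000 to 66979013, with 3, 4 and 1 counts in the CTL libraries and 17, 10 and 17 in those labelled H2A.Z dKO. Its log2 fold change was 2.29 (standard error 0.43, adjusted p = 0.615 from edgeR). Next came Peak_26500 on chromosome 11, from 114369155 to 114369187, with a log2 fold change of 2.07 and the same adjusted p. Among intervals that were lower, Peak_18379, in Snx20 on chromosome 8 from 91157569 to 91157618, fell by 1.24 on the log2 scale (standard error 0.26, adjusted p = 0.855 from edgeR), with 38, 43 and 26 counts in CTL and 17, 15 and 17 in the libraries labelled H2A.Z dKO. Peak_15400 on chromosome 7, from 54271127 to 54271143, fell by 1.51. The interval with the highest mean RPKM, Peak_16191 on chromosome 7 from 112505177 to 112505207, had RPKM of 2376 ± 753 (SD, n = 3) in CTL and 1787 ± 252 (SD, n = 3) in the libraries labelled H2A.Z dKO (adjusted p = 0.972 from edgeR). This interval is only 31 bp wide, so the extension of the fragment ends may have raised its RPKM. The paper reads the heat maps of the TSSs and this comparison of peaks as pointing to no significant change in DNA accessibility in muscle fibers without H2A.Z.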

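The size of a change that these counts can exclude differed between intervals. The 95% confidence interval of the log2 fold change lay within 1 on either side of 0, a 2-fold change, in 36343 intervals (91.4%), and within 0.58, a 1.5-fold change, in 19394 (48.8%). The distance from the estimate to either end of this interval had a median of 0.45, against a median absolute log2 fold change of 0.14. In simulated counts for the 39768 intervals with 200 of them changed, the test recovered 63% of the 2-fold and 14.3% of the 1.5-fold changes on average over 3 simulations. A change of 1.5-fold at single intervals was thus mostly not detectable with these libraries. The 24 genes that the paper lists as raised in RNA-seq and the 25 it lists as lowered (Supplementary Table S3) were also examined. Among the raised genes, 2 were left out because their names belong to several loci. Only 8 of the others have an interval within 1 kb of a TSS, with 19 intervals in all. The log2 fold change in the libraries labelled H2A.Z dKO was positive in 10 of these intervals and negative in 9. Of the lowered genes 10 have an interval there, with 21 intervals, 9 positive and 12 negative. As sets, neither list shifted (camera p = 0.428 and 0.542, each 0.542 after adjustment over both lists; exact permutation test of the median, p = 0.3 and 0.7), and fry gave 0.377 and 0.721. No interval of either list had an adjusted p under 0.05, adjusted over the list alone or over all intervals, while 1 and 2 intervals had an unadjusted p under 0.05. Of the genes whose expression the paper follows, Myod1 has Peak_15364 and Peak_15365, which overlap, within 1 kb of its TSS, with a log2 fold change of -0.16 for each (adjusted p = 0.975 and 0.974 from edgeR). Hdac4 has Peak_1092 and Peak_1093, with log2 fold changes of 0.41 and 0.17 (adjusted p = 0.972 and 0.993 from edgeR), and the latter changed sign without CTL replicate 2. Myog, Musk, Chrna1, Chrnd and Pax7 have no interval within 1 kb of a TSS in the table analysed here.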

Altogether, these results indicate that in muscle fibers nuclei, the absence of H2A.Z did not significantly change gene expression or DNA accessibility.

### The absence of H2A.Z perturbs neither acute gene activation nor repression in mouse skeletal muscle

To evaluate the possibility that H2A.Z would be required to prime transcriptional changes but would be dispensable once promoters were already activated or repressed, we analysed the effect of H2A.Z inactivation upon acute changes in gene expression. For this purpose, seven weeks old CTL and H2A.Z dKO TA muscles were denervated. Denervation was carried out by section of the sciatic nerve of one hind limb. Forty eight hours after denervation, TA muscles were collected, and the contralateral TA muscles were used as innervated controls. RT-qPCR experiments showed that the strong post-denervation upregulation of *MyoD* and *Myogenin* expression took place normally in the absence of H2A.Z (Supplementary Figure S4). Note that no histological changes in denervated H2A.Z dKO mice compared to CTL mice were detected (Supplementary Figure S5).

To have a global view of the transcriptional response to denervation, RNA-seq was carried out on RNA purified from either innervated or denervated TA muscles. As expected, the expression of *Myogenin, MuSK, Acetylcholine receptor α* and *δ* and *Hdac4* was strongly upregulated (Supplementary Table S3), thus confirming that muscles responded correctly to denervation. In agreement with available data (55), the genome-wide transcriptome analysis revealed that upon denervation hundreds of genes were either upregulated (894 genes) or down-regulated (944 genes) (Figure 5A and B). Denervation induced the down-regulation of many genes involved in contractility and the up-regulation of genes involved in muscle development and inflammation (Figure 5D). In H2A.Z dKO muscles, 889 genes were up-regulated and 876 down-regulated. Up- and down-regulated genes were the same in CTL and H2A.Z dKO muscles, indicating that the vast majority of genes are normally regulated by denervation in the absence of H2A.Z (Figure 5C and Supplementary Table S3). Altogether, the depletion of H2A.Z did not significantly affect the genome–wide transcriptional response to denervation (Figure 5C). We conclude that in post-mitotic skeletal muscle cells, H2A.Z is not required to activate or to repress transcription to adapt to a particular physiological context.

**Figure 5.**
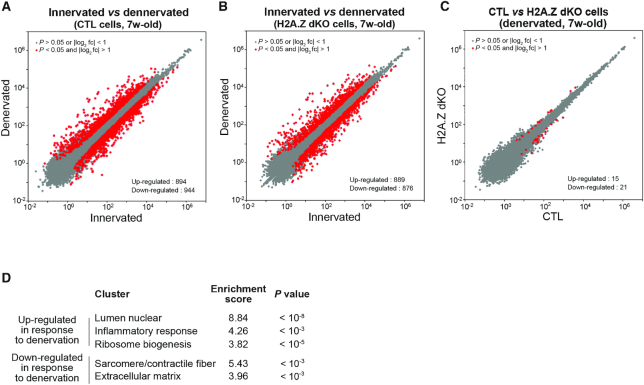
Characterization of the H2A.Z cKO under acute transcriptional response. (A, B) Scatter plots comparing global gene expression levels between innervated and denervated cells (in 7 weeks-old mice) in the presence (**A**) or in the absence (**B**) of H2A.Z. (**C**) Scatter plots comparing global gene expression levels 48h after denervation between CTL and H2A.Z dKO muscle cells of 7 weeks-old mice. (**D**) Functional annotation clustering of differentially expressed genes in response to denervation.

### H2A.Z is enriched at DNA repetitive elements but does not control their expression

Since H2A.Z is also known to be enriched at pericentromeric regions in the mouse genome, we specifically analysed repetitive sequences that represent a very high proportion of these regions (20,21). As expected, our ChIP-seq data indicated that numerous families of DNA repetitive elements were enriched in H2A.Z (Figure 6A). The families that exhibited the highest enrichment are listed in Supplementary Table S4. Of note, the majority of repeats significantly enriched in H2A.Z (log_2_ enrichment > 0.5 and *P* value < 10^−2^) belonged to the simple repeats and to the endogenous retrovirus classes of repetitive elements. This suggested that H2A.Z might be involved in the control of the expression of these repetitive DNA elements. To test this hypothesis, we analysed how the absence of H2A.Z affected the expression of repetitive DNA elements in innervated and denervated muscles of seven weeks old mice (Figure 6). The expression of repetitive elements was indistinguishable in CTL and H2A.Z dKO innervated muscle (Figure 6B). Interestingly, denervation altered the expression of several types of repetitive elements in control muscles. 72 families were up-regulated and 3 were down-regulated 48 hours after denervation (Figure 6C). These changes were similar in H2A.Z dKO muscles (Figure 6D, E, Supplementary Table S5). The MLTH1 and RLTR6 families of repetitive elements were among the most up-regulated by denervation. H2A.Z inactivation affected neither their expression in innervated muscle nor their activation in denervated muscle (Figure 6E). Taken as a whole, these results indicate that H2A.Z is neither required for normal expression nor for the activation of repetitive DNA elements.

**Figure 6.**
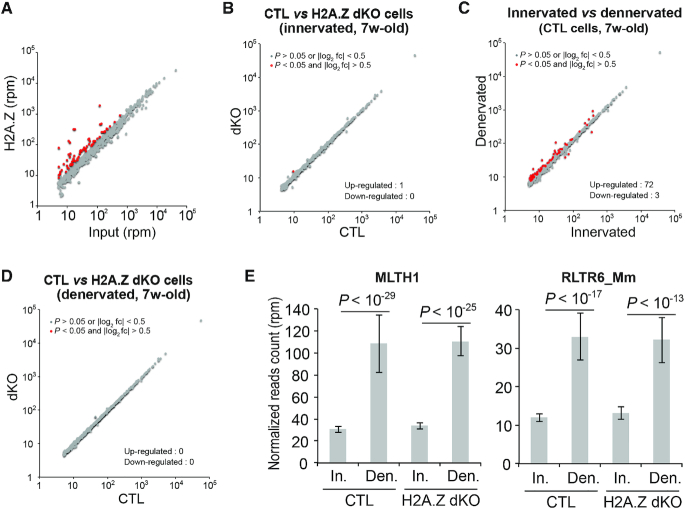
H2A.Z at DNA repetitive elements. (**A**) Scatter plot showing the average enrichment of H2A.Z in DNA repeat families. (**B**) Scatter plots comparing global transcription of repetitive elements between CTL and H2A.Z dKO myofibers in innervated muscle of 7 weeks-old mice. (**C**) Scatter plots comparing global transcription of repetitive elements in innervated and denervated muscle cells (7 weeks-old mice) in the presence of H2A.Z. (**D**) Scatter plots comparing global transcription of repetitive elements between CTL and H2A.Z dKO myofibers in denervated muscle of 7 weeks-old mice. (**E)** Bar graphs representing the expression level of the MLTH1 and RLTR6_Mm retroelements, the two most overexpressed retroelements in response to denervation.

## DISCUSSION

The goal of this study was to evaluate the transcriptional role of H2A.Z in post-mitotic tissues *in vivo*. As model system, we first isolated MEF cells derived from H2AZ.1^flox/flox^:H2AZ.2^flox/flox^ mice. In cycling MEFs, H2A.Z was depleted in less than two days after adeno-Cre infection, and many genes were up- and down-regulated (Figure 1F and data not shown) fitting with the literature (25,56,57). We next sought to avoid a possible influence of the cell cycle on gene expression in the absence of H2A.Z. We chose an *in vivo* approach in skeletal muscle because it provides access to long lived post-mitotic cells in which Cre recombinase expression can be efficiently targeted, and where consequences can be analysed several weeks after gene inactivation. In addition, denervation provides a convenient means to rapidly change the transcriptional program of the targeted cells.

ChIP-seq analysis confirmed that in skeletal muscle fibers, H2A.Z was enriched at transcriptional start sites and on regulatory elements as previously described in other systems (15,17,18,23). To specifically inactivate H2A.Z in the skeletal muscle fibers of H2A.Z-1^flox/flox^:H2A.Z-2^flox/flox^ mice, HSA-Cre mice were used. This mouse line is probably the best characterized muscle specific Cre-driver mouse, and allows for the selective targeting of post-mitotic skeletal muscle cells (30).

Skeletal muscles contain a large variety of cell types (fibroblasts, satellite cells, macrophages, endothelial cells etc.) (51). The Human Skeletal Actin promoter drives the expression of the Cre recombinase specifically in differentiated muscle cells. When performing muscle extracts from the whole tissue, non muscle cells such as fibroblasts are inevitably present. These cells represent less than 20% of the muscle tissue but they are sufficiently represented to generate detectable expression of inactivated genes in muscle extracts. This is true for H2A.Z dKO muscles and for all muscle specific inactivation of ubiquitously expressed genes (53,54,58–60). By allowing for visualization of individual nuclei, immunofluorescence was the best way to evaluate the efficiency of H2A.Z knock-down in muscle fibers. In H2A.Z dKO muscles, H2A.Z staining had already decreased below the detection level by 2 weeks of age and H2A.Z remained undetectable in muscle fibers at later timepoints. H2A.Z immunostaining indicated that quiescent satellite cells contained very low levels of H2A.Z compared to muscle fibers. However, H2A.Z has been described to be required for the differentiation of myoblasts into myotubes (61,62), and our observations also show that cultured myoblasts strongly express H2A.Z during differentiation (data not shown). These results suggest that upon activation, H2A.Z expression is rapidly up-regulated in satellite cells.

When analysed seven weeks after birth, H2A.Z dKO mice and H2A.Z dKO muscles did not show any detectable alteration (Figure 4A and B). Strikingly, RNA-seq analysis revealed no significant effect of H2A.Z depletion on the transcriptomic profile of H2A.Z dKO muscles. It is highly improbable that the presence of non-muscle cells in the muscle samples could have masked a possible effect. Muscle fibers express many muscle specific genes. The presence of non-muscle RNA in the samples should not affect their expression fold change. If the contribution of non-muscle cells had been sufficient to mask variations in expression, the RNA-seq would have generated at least two different groups of results: muscle specific genes would have shown variations whereas ubiquitously expressed genes would not have been affected. We therefore conclude that neither the presence of non-muscle cells nor the presence of satellite cells significantly impacted the results.

Induction of a new transcriptional program by denervation was also not perturbed by the absence of H2A.Z. Of note, upon denervation only muscle fibers adopt a specific transcriptional program and many up-regulated and down-regulated genes are muscle specific (MyoD, Myogenin, AChR subunits, MuSK etc.). In addition, muscle stem cells (e.g. the satellite cells) are not activated in the experimental time frame we used (63,64). This was confirmed by the absence of PAX7 up-regulation in control denervated mice (log_2_ fold change between the innervated and denervated situation of 0.29 ± 0.22 and −0.007 ± 0.98 in CTL and H2A.Z dKO muscles, respectively).

H2A.Z is also preferentially enriched at regulatory elements such as enhancers and CTCF-binding sites, which mark insulator sites in the genome (17). 

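Intervals more than 1 kb from any annotated TSS, where distal elements lie, were compared with those at promoters. Their median log2 fold change in the libraries labelled H2A.Z dKO was 0.019 in the 9598 intervals inside genes and 0.0096 in the 9197 intergenic ones, against 0.011 in the 20973 promoter intervals. At an adjusted p under 0.05 (edgeR) each class had 0 intervals. At an unadjusted p under 0.05, 303 genic intervals were higher and 291 lower (6.19%), 307 intergenic intervals were higher and 264 lower (6.21%), and 441 promoter intervals were higher and 364 lower (3.84%). The 95% confidence interval lay within a 2-fold change in 86.2% of the genic, 85.8% of the intergenic and 96.2% of the promoter intervals, so changes at distal intervals were bounded less tightly. Relative to the mean of all libraries, promoters minus intergenic intervals stood at 0.20 in H2A.Z dKO replicate 1 and at -0.12 and -0.093 in replicates 2 and 3 on the log2 scale. Without H2A.Z dKO replicate 1, the median log2 fold change of promoters minus that of intergenic intervals went from 0.0016 to -0.10. No list of enhancers or CTCF sites was used here.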

ATAC-seq results would have shown changes in chromatin accessibility if H2A.Z depletion had perturbed enhancers or insulators function. We can therefore conclude that H2A.Z is not required for the function of enhancers and insulators in muscle fibers

Our results demonstrate that H2A.Z does not play a prominent role in transcription, but it is still an essential protein in cycling cells. H2A.Z is enriched at centric and pericentromeric heterochromatin (21,65,66), and it is also, somehow, involved in mitosis (21) and in DNA replication (28,29). If H2A.Z has key roles in organizing the centrosome or other chromatin loci crucial for mitosis or in DNA replication, these functions are important enough to lead to cell death when perturbed. The fact that none of these functions are required in post-mitotic cells would explain why H2A.Z is not an essential protein in post-mitotic muscle cells.

It would be interesting to investigate the nucleosome composition at TSS in the absence of H2A.Z. Four non-exclusive possibilities would fit with our data. The first, and most likely hypothesis, is that H2A.Z is replaced by canonical H2A. H2A expression is stronger during S phase (67), however, low level of H2A expression is probably sufficient in post-mitotic cells. This is the case for histone H4, for which there is no known variant in the mouse genome (to our knowledge H4 has a variant only in hominids (4)). If H4 is expressed at low levels from one of the histone clusters, H2A might be as well. The second possibility is that H2A.Z is replaced by another H2A variant. There are many H2A variants which can be incorporated in nucleosomes. However, their expression was not upregulated in H2A.Z dKO muscles. The third possibility is that H2A.Z is not replaced by another histone, thus creating an incomplete nucleosome e.g. a tetrasome at the TSS (see (68)) or even gaps in chromatin if the tetrasome is too unstable. However, ATAC-seq results did not reveal any increase in chromatin accessibility, arguing against this hypothesis. 

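An increase in accessibility was looked for along the whole range of RPKM. This range also reflects interval width, since RPKM may be too high in narrow intervals. In the 10% of intervals with the lowest mean RPKM the median log2 fold change in the libraries labelled H2A.Z dKO was 0.12, and in the 10% with the highest it was -0.021. The highest minus the lowest 10% was 0.053 ± 0.0034 (SD, n = 3) in CTL and -0.075 ± 0.19 (SD, n = 3) in the libraries labelled H2A.Z dKO, relative to the mean of all libraries, a difference within the spread between replicates (exact permutation test, two-sided p = 0.4). H2A.Z dKO replicate 1 stood at 0.14 and replicates 2 and 3 at -0.18 and -0.19, and without replicate 1 the difference between these intervals went from -0.14 to -0.25. The most accessible 10% of intervals held 28.0% ± 0.274 (SD, n = 3) of the counts in CTL and 27.5% ± 0.722 (SD, n = 3) in the libraries labelled H2A.Z dKO (exact permutation test, two-sided p = 0.4). By chromosome, median log2 fold changes ran from -0.014 on chromosome 17 to 0.036 on chromosome 3, with -0.24 for the 10 intervals on Y. Counts were scaled to the libraries' totals in the intervals, so an equal rise at all intervals would not be visible. Accessibility outside the called intervals was not analysed here.

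**Figure D3:**
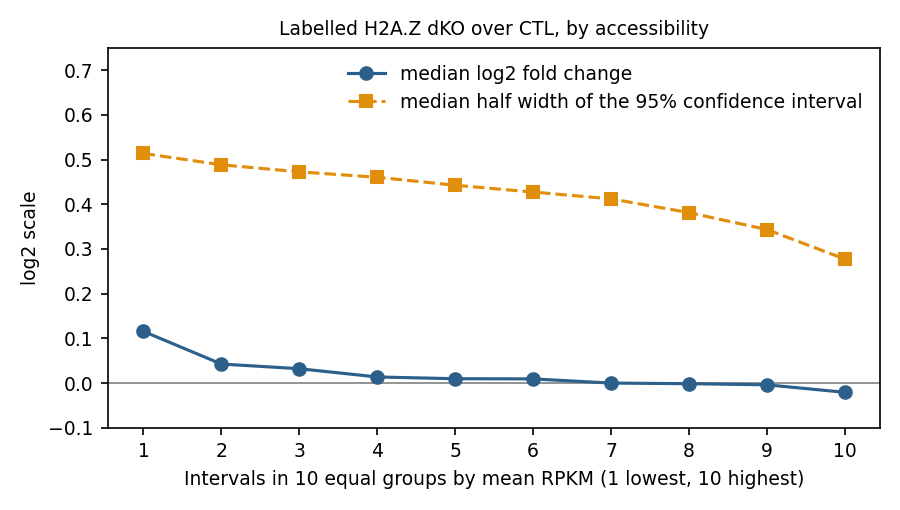
Median log2 fold change of the libraries labelled H2A.Z dKO over CTL (blue circles) and median distance from the estimate to either end of its 95% confidence interval (orange squares), on the log2 scale, for 10 equal groups of the 39768 intervals ranked by mean RPKM over 6 libraries. The medians run from 0.12 to -0.021 and the distances, which describe single intervals and not the medians, from 0.51 to 0.28.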

The fourth possibility, which cannot be excluded, would be that a subset of H2A.Z exists, that is more stable than the bulk of H2AZ molecules, and is sufficient to assume genome wide transcriptional functions of H2A.Z seven weeks after ablation of H2A.Z expression. This stable fraction would probably correspond to H2A.Z molecules present in non-remodeled nucleosomes, such as those present on condensed genomic regions, which would constitute a pool of several tens of thousands of molecules. Immunostaining would probably detect such amounts of H2A.Z.

Altogether, the most likely explanation is that canonical H2A replaces missing H2A.Z molecules, but completely ruling out the other possibilities will require further in depth investigations.

It has long been thought that since H2A.Z was enriched at TSS, it was playing an active role in transcriptional regulation. Our results showing normal gene expression and regulation in post-mitotic muscle cells challenge this view. Almost all data available so far were obtained using cycling cells and could not rule out the possibility that H2A.Z functions in processes other than transcription. A role in replication or DNA repair could easily explain why H2A.Z total KO in mouse is lethal during early embryonic development. Our results suggest that the requirement of H2A.Z for cellular viability *in vivo* is not linked to transcription. Alternatively, a differential involvement of H2A.Z in transcription in cycling and post-mitotic cells could be envisaged. Indeed, previous studies have demonstrated specific developmental functions of H2A.Z via the regulation of the accessibility of specific promoters (25). Even though, H2A.Z accumulation at active TSS and regulatory elements with no apparent function in post-mitotic cells would still be puzzling.

If not required for a specific transcriptional function, the accumulation of H2A.Z at TSS and regulatory regions is intriguing. A simple explanation of this phenomenon could be provided by the fact that overall, H2A.Z accumulates at sites where nucleosome turnover is high. H2A.Z could be preferentially incorporated in new nucleosomes at these sites because it is more available than its canonical counterpart (which is mainly expressed during the S phase). H2A.Z would therefore be used to locally reconstitute chromatin and to protect the DNA from damage without playing an active role in gene expression (69). Altogether, these results suggest that H2A.Z is rather a marker than an active driver of transcription. Recently, several reports on the essential variant H3.3 similarly claimed that it is dispensable for transcription (35,69). This raises the question of the role of histone variants in transcriptional regulation as a whole.

## DATA AVAILABILITY

The ChIP-seq and RNA-seq datasets have been deposited in the Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE111576.

## Supplementary Material

gkaa157_Supplemental_Files Click here for additional data file.

# Supplementary material for: H2A.Z is dispensable for both basal and activated transcription in post-mitotic mouse muscles
**Source:** Nucleic Acids Res. 2020 Apr 8;48(9):4601–13. doi: 10.1093/nar/gkaa157
**Supplement:** gkaa157_Supplemental_Files

## SUPPLEMENTARY INFORMATIONS

### Supplementary materials and methods

#### Histology analysis

Serial cross-sectioned (10µm thick) were collected along the entire length of embedded muscle tissues. Four consecutive slices were stained for following histological and histochemical analysis: HE, Gomori's Trichrome (TRICH), cytochrome oxidase (COX), succinate dehydrogenase (SDH), and reduced nicotinamide adenine dinucleotide tetrazolium reductase (NADH-TR). Staining was done according to standard protocols.

#### Immunofluorescence

For myofibers staining, an EDL muscle was collected and fixed in 4% paraformaldehyde 10 min for tissue dissection and staining. Muscles were slowly teased with fine forceps to isolate individual fibers and small fiber bundles. Fibers were permeabilized in 1X PBS, 0.1% Triton for 30 min at room temperature, saturated in 1X PBS 1% BSA for 1 hour before overnight incubation with the primary antibody (rabbit home-made anti-H2A.Z 1/100 and mouse anti-PAX7 AB\_528428 from DSHB) diluted in blocking buffer. After washing, fibers were incubated with a rabbit secondary antibody conjugated with FITC and mouse secondary antibody conjugated with Alexa-555 (Molecular probes). DNA was stained with DAPI (2 µg/ml) for 2 hours at room temperature. After washing, fibers were mounted on glass slide with Vectashield (Vector Laboratories) and analysed using a Andor Spinning Disk microscope. Images were processed using ImageJ software.

#### Supplementary Figures

**Supplementary Figure 1:** Immunofluorescence for H2A.Z (in green) and PAX7 (in red) on *tibialis anterior* muscle fibers from 4 weeks old CTL mice. DAPI was used to stain DNA. White arrows mark myonuclei of the muscle fiber, orange arrows mark satellite cells (Scale bar 10 µm).

**Supplementary Figure 2:** Read sum up obtain from the RNA-seq of H2A.Z dKO muscle obtain around each H2A.Z genes. Note that reads are present only in the beginning of each H2A.Z genes and not in the regions located between loxP sites (end of each genes).

**Supplementary Figure 3:** RT-qPCR analyses of genes found up-regulated (**A**) and down-regulated (**B**) by RNA-seq performed on control (CTL) and H2A.Z1/H2A.Z2 KO (H2A.Z dKO) TA muscles (n = 3).

**Supplementary Figure 4:** RT-qPCR analyses of MyoD (**A**) and Myogenin (**B**) after denervation of TA muscle in presence (CTL) or absence of H2A.Z (H2A.Z dKO).

**Supplementary Figure 5:** Phenotypic characterisation of control and H2A.Z dKO mice in innervated and denervated conditions after 48h. (**A**) Transverse sections of TA muscle were histochemically stained with Haematoxylin Eosin (HE), Gomori's Trichrome (TRICH), SDH-CoxH and NADH activity. (scale bar 500µm) (**B**) Zoom in of supplementary figure 1A with the same staining. (scale bar 100µm)

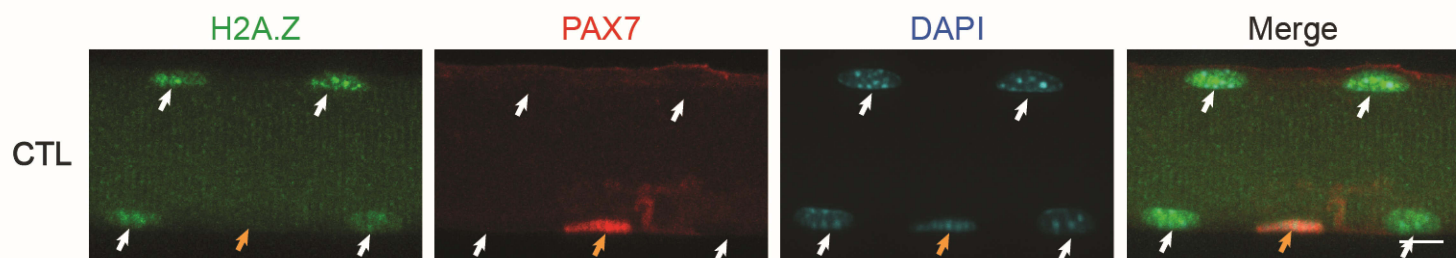

Supplementary Figure 1

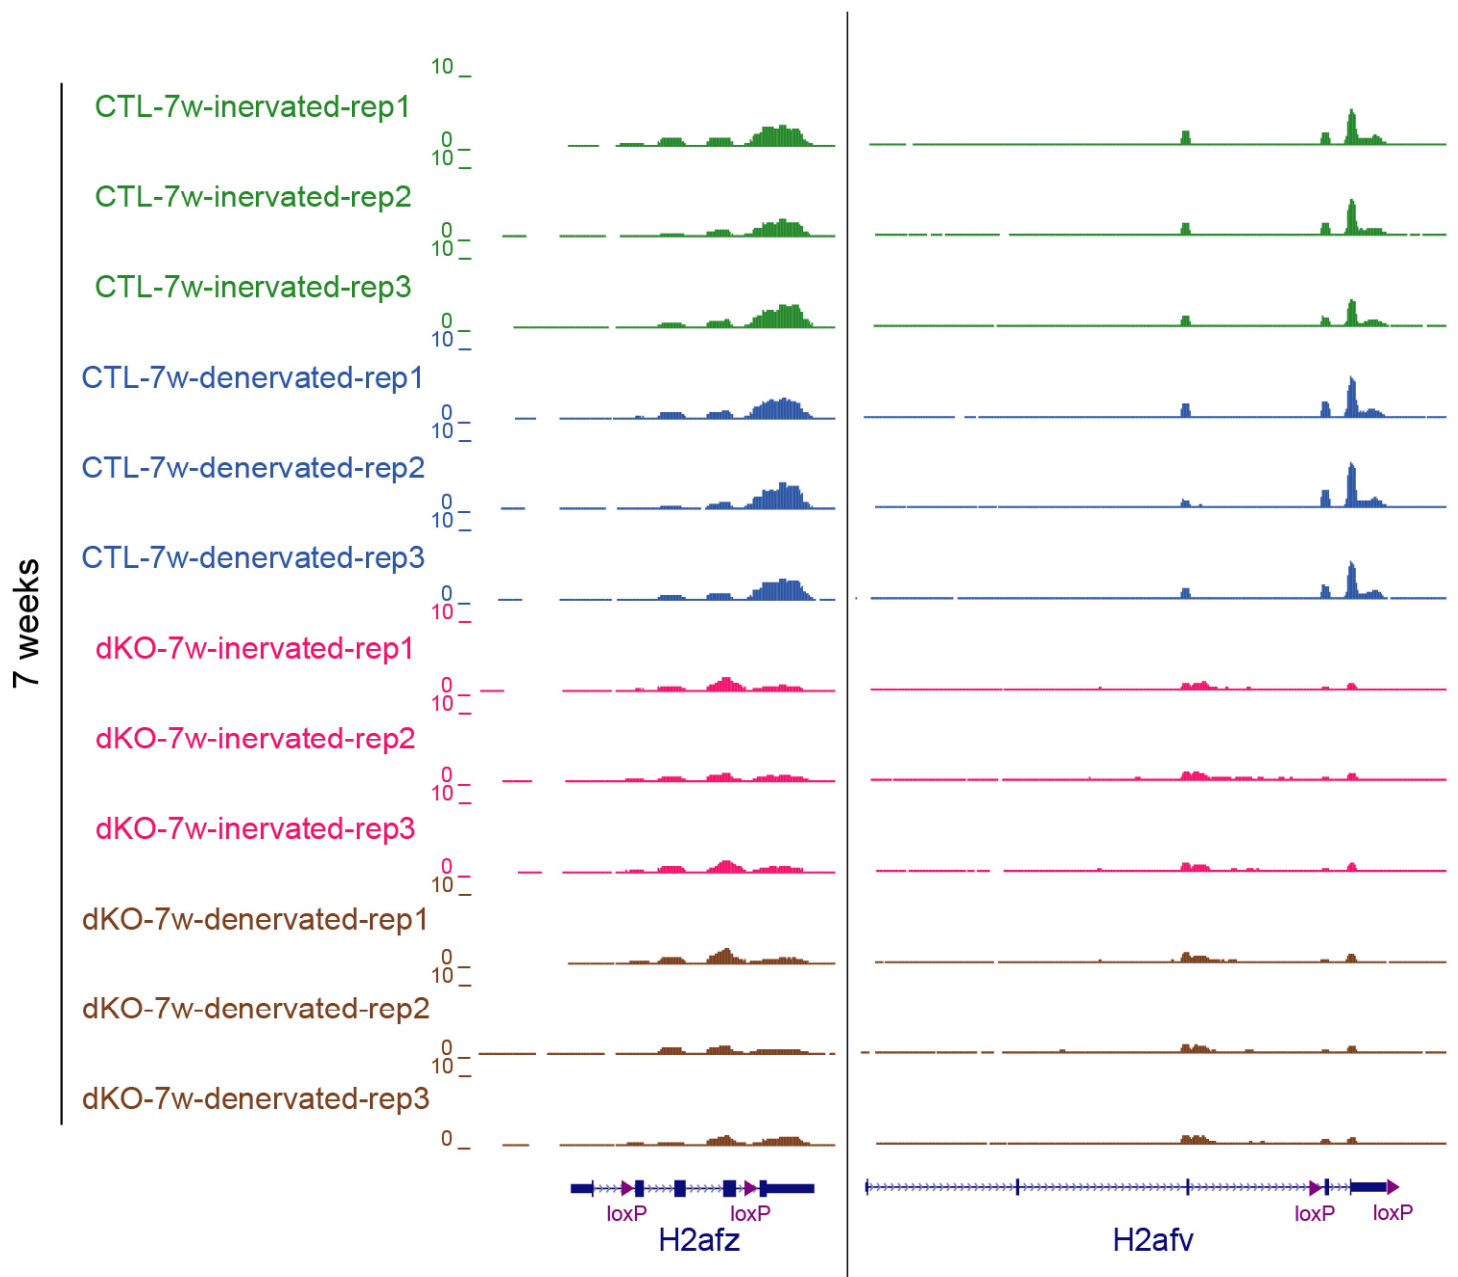

Supplementary Figure 2

**A**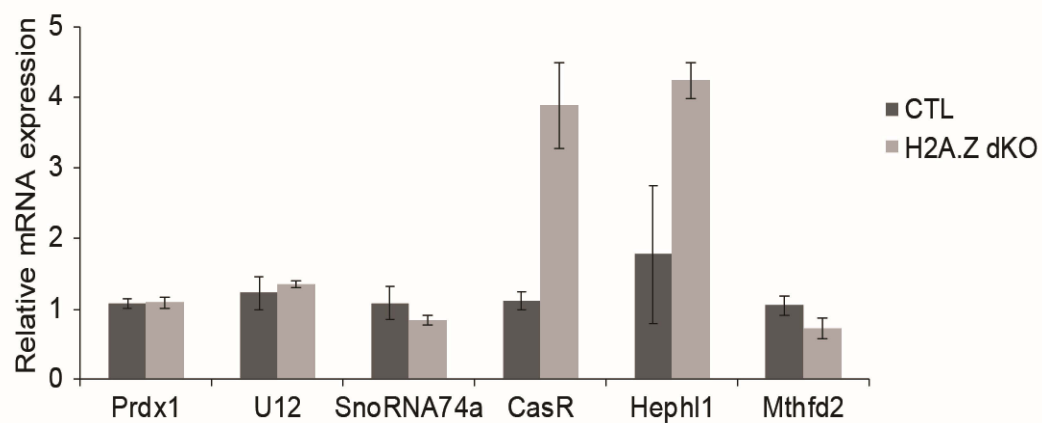**B**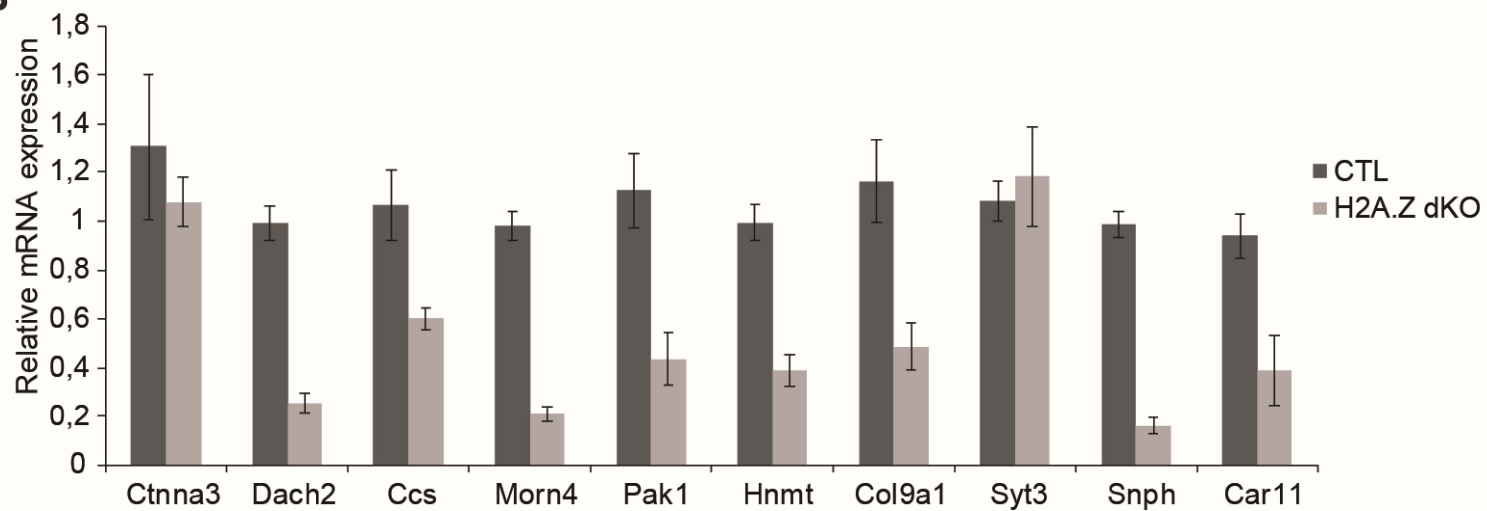

Supplementary Figure 3

**A**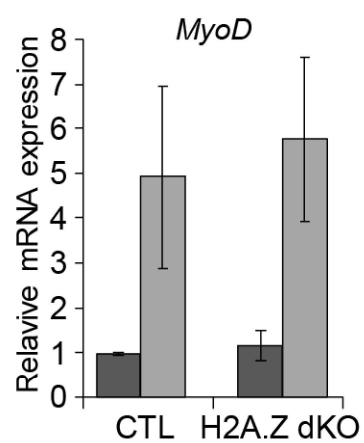**B**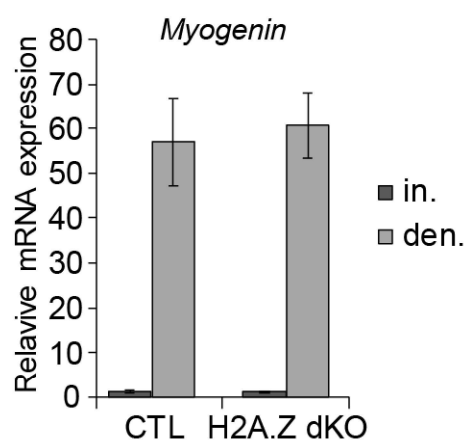

Supplementary Figure 4

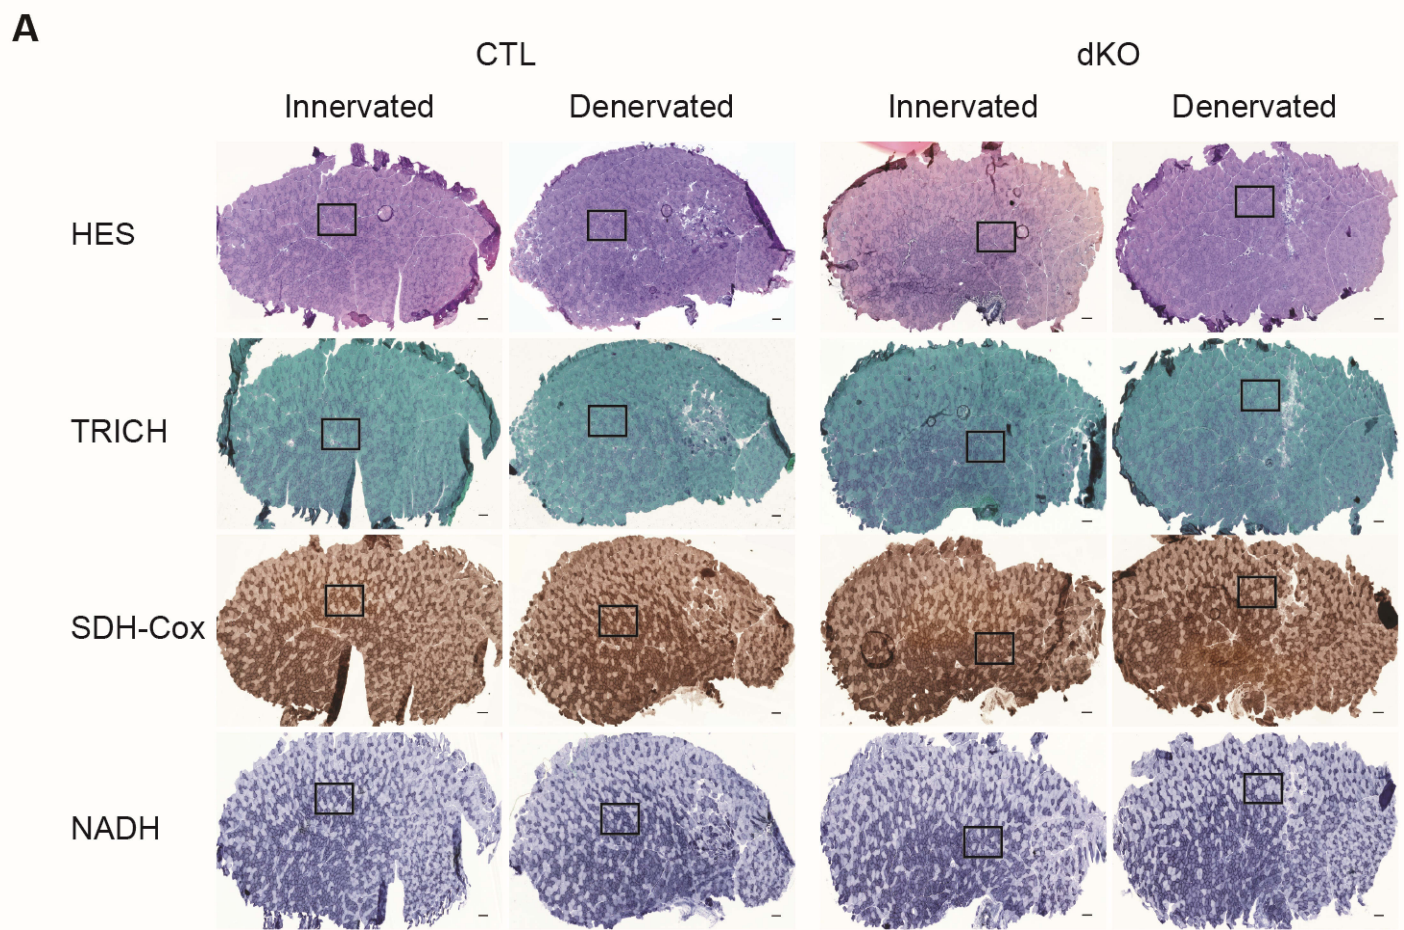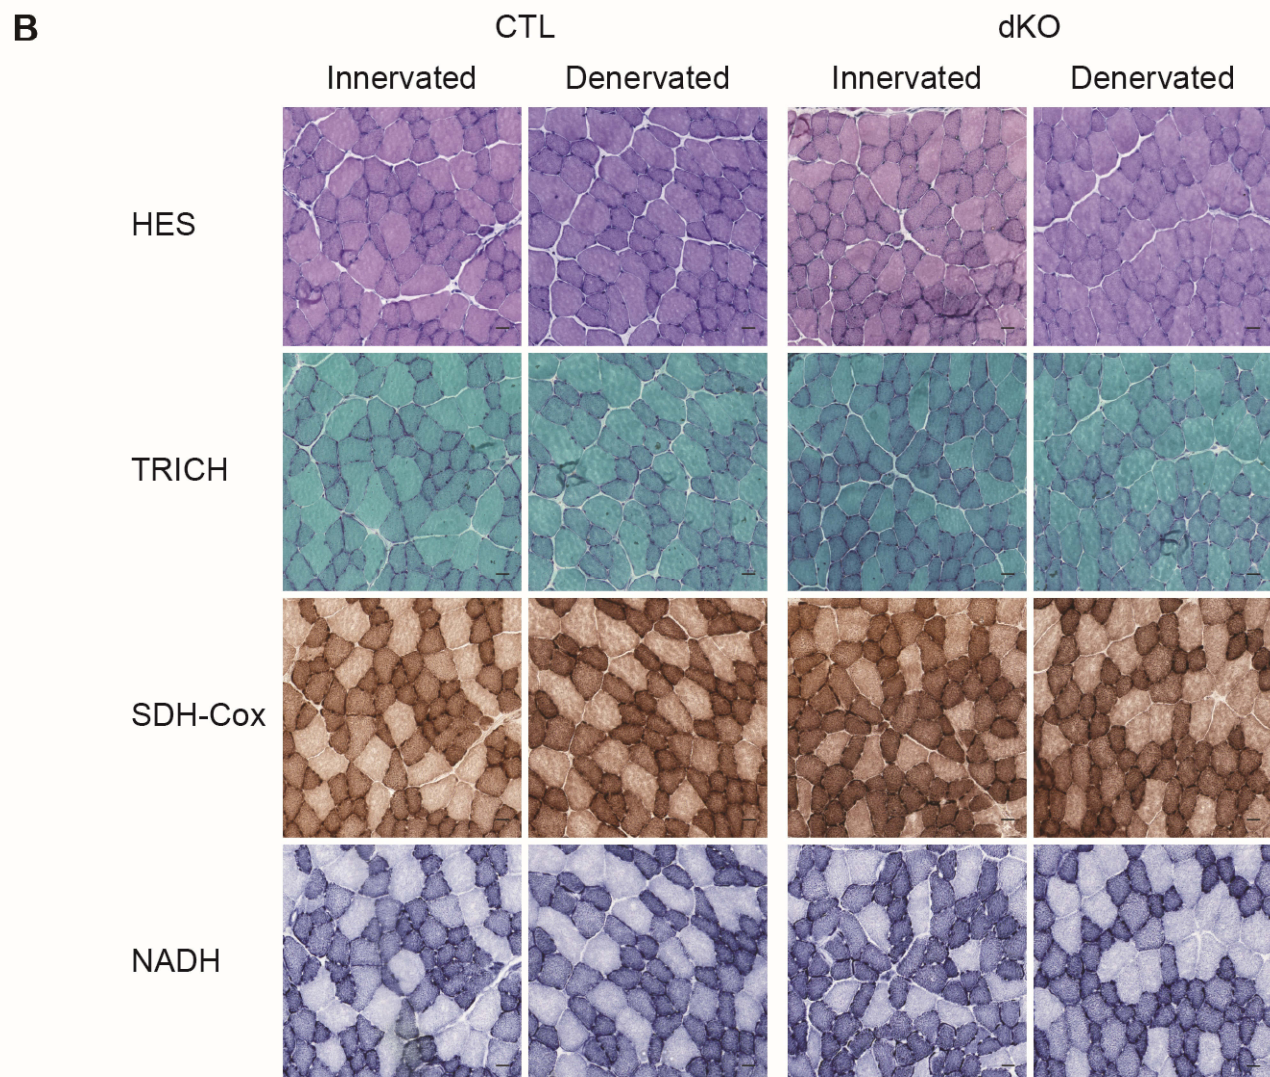

Supplementary Figure 5

**Supplementary Table 1**

**Genotyping primers**

|              | primer  | sequence                    | alleles       | product size (bp) |
|--------------|---------|-----------------------------|---------------|-------------------|
| <b>H2afz</b> | Ef 4421 | GCTACCATTGCTGGTGGTGGTATGTCA | WT and floxed | 278               |
|              | Er 4422 | TGTGTGGGATGACACCTAGGAGAGGG  |               | 388               |
| <b>H2afv</b> | Ef 5978 | CCACGTAATGAGATCCAGTGCCCT    | WT and floxed | 257               |
|              | Er 5981 | CATGCACCTGCCATTATGTCTGGTA   |               | 433               |

  

|            |   |                          |                    |     |
|------------|---|--------------------------|--------------------|-----|
| <b>Cre</b> | F | CGATGCAACGAGTGATGAGG     | Tg                 | 288 |
|            | R | GCATTGCTGTCACTTGGTCGT    |                    |     |
| <b>CD8</b> | F | GGTGCATTCTCACTCTGAGTTCC  | endogenous control | 100 |
|            | R | GCAGACAGAGCTGATTCCTATGTG |                    |     |

**Supplementary table 2**

**Q-PCR primers**

|           | <b>Forward</b>           | <b>Reverse</b>          |
|-----------|--------------------------|-------------------------|
| H2A-Z.1   | AGGTAAAGCGTATCACCCCTC    | CGATCAGCGATTTGTGGATGTG  |
| H2A-Z.2   | CATCACCCACGTCACCTTACA    | GTGGCCTTGATAAGAGAATCCAA |
| RPL41     | GCCATGAGAGCGAAGTGG       | CTCCTGCAGGCGTCGTAG      |
| GusB      | GAGGATTGCCAACGAAACCG     | GTGTCTGGGGACACCTTTGA    |
| Myog      | CAATGCACTGGAGTTCGGTC     | ACAATCTCAGTTGGGCATGG    |
| MyoD      | CACGACTGCTTTCTTCACCA     | CGGAACCCCAACAGTACAAT    |
| Fut10     | CTGGGCGCTTTTCCATGAAGA    | TAGTCAGTGGCAAGTGGGAAT   |
| Ociad2    | GCCTGTTGTTTTGCCCAAAT     | GCGGCTAAATAACCTTGGTGG   |
| Hecw2     | GCCTGCACTCTAGGAAACTCG    | TCCCTGGCTGAATGGACATCT   |
| Stc1      | CTCCAAAACCTCAGCAGTGATTCT | GAGGCAGCGAACCACCTTCA    |
| Snph      | TCTCCACCTGTGAGTGTGC      | CTGTTCTGGGGTGGGAGG      |
| Car11     | TTATGACCCTTTTCTGCCCC     | CGGTGGCTATAAAGAAGGGGA   |
| Casr      | TGGAGTAGCAGCCAAAGATCA    | GTCATGTTGGGAAGAAGGGC    |
| Prdx1     | TATCAGATCCCAAGCGCACC     | GAAGGCCTGGACTAGTCGTA    |
| U12       | AATAACGATTCGGGGTGACG     | CAGATCGCGTCACCCAGG      |
| SnoRNA74a | CAGTTGTCAGCTATCCAGGC     | ATTGTTTGCACCCAGACCAG    |
| Heph1     | TCTTTACTTCTCAGCGGTCCA    | TGTTTTCATCAAGATAGCTGCTG |
| Mthfd2    | CAGGAGGTGGAAGAGTGGG      | CTGAGATGTGCCTGTGTCTG    |
| Ctnna3    | TCCGACCTCCAGAGAACCTA     | AGGCGGATTTCTGAGTTCGA    |
| Dach2     | AGAGAAAACCTGGAGCGACA     | CGCGGCGCTTTGATTCAA      |
| Syt3      | CTTACCCAGTGCCAGTCTC      | AGAGGTAAGGGCAGTGCAG     |
| Ccs       | CAGATGGTGTTGGTGCAGAC     | CTGTAGGAAGCGGACCACC     |
| Morn4     | TGGCTTTGGTCAATTGGTGT     | ATGAAGACTCCGACGCCATT    |
| Pak1      | AGCAGTACCACAGTGTGAG      | TGGCGGAGTGGTGTATTCT     |
| Col9a1    | TTTCACAGGGCAGTAGAGGC     | CCTGTCTCCTTTTATTCCAGG   |
| Hnmt      | GACCAAGGCAGATACGTAGAA    | CCTCCGCTACACTCAGAAT     |

**Supplementary Table 3. Main down- and up-regulated genes in innervated and denervated CTL and dKO H2A.Z skeletal muscle from 7 week-old mice.**

**Supplementary Table 4. Repetitive elements family enriched of H2A.Z.** The majority of significantly H2A.Z-enriched repeats (log2 enrichment > 0.5 and P value < 10<sup>-2</sup>) belongs to the simple repeats and endogenous retrovirus classes of repetitive elements.

**Supplementary Table 5. Main down- and up-regulated repetitive DNA element families in innervated and denervated CTL and dKO H2A.Z skeletal muscle from 7 week-old mice.**

How the deposited data were processed for this re-analysis (not part of the article)

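Chromatin accessibility was measured by ATAC-seq in nuclei from muscles of 7-week-old mice, with 3 CTL libraries (double floxed, without Cre) and 3 libraries labelled H2A.Z dKO (double floxed, with HSA-Cre). Groups and replicate numbers were taken from the sample labels and the paper, and the columns of the deposited table were matched to samples by name, with 0 columns left unused. The header line of that table lacks the name of 1 column, which was identified from its values as the mean of scaled counts.

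The authors trimmed adapters with Trimmomatic, aligned read pairs to mm9 with Bowtie, removed PCR duplicates with Picard, shifted the fragment ends for the Tn5 binding event and called peaks with MACS2, removing mitochondrial and blacklisted peaks. They merged the regions shared by the replicates of each group into union intervals and deposited the count of fragment ends per interval and library, without normalization. The authors also deposited, from their DESeq2 comparison, the log2 fold change with its standard error, a Wald score and the p-value with its adjusted p-value for each interval. All 39768 intervals were kept, since the methods name no filter on their counts, and 2 of them end past the end of their chromosome. Lowest and highest library totals were 3520008 and 6117245 counts, and the intervals and errors given cover counting error and the spread between 3 libraries, not PCR copies that remained.

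Intervals were annotated with GENCODE vM1 on the mm9 genome. An interval counts as a promoter interval where it contains an annotated TSS or has an edge within 1 kb of one. Distances from protein-coding TSSs were taken from the midpoint. Counts were compared with edgeR 4.0.16 (TMM factors of 0.971 to 1.02, robust quasi-likelihood test, no replicate block) in R 4.3.3, with Benjamini-Hochberg adjustment over all intervals and a threshold of 0.05. The biological coefficient of variation was 0.126. The standard error is the absolute log2 fold change divided by the square root of F, and 95% confidence intervals use the t quantile of the fit. RPKM divide each count by the width of the interval and by the sum of counts in all intervals of the library. By the methods the fragment ends were extended before counting, which this width leaves out. Sets of genes were tested with camera (preset correlation 0.01) and fry of limma 3.58.1. With 3 libraries against 3 there are 10 splits, so exact permutation tests cannot go below p = 0.1. The intron of H2afz was searched against the genome with blastn 2.17.0, and tables were handled in Python 3.11.15 with pandas 2.3.3 and pysam 0.24.0.

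The test was tried on simulated counts for 39768 intervals, drawn from the means, library sizes and dispersions of the real ones, with 200 intervals changed in each of 3 simulations. edgeR called 77.3 changed intervals and made 10 false calls on average, its 95% confidence intervals held 0 in 95.1% of the unchanged intervals, and DESeq2 1.42.0 recovered 50% of the 2-fold changes.

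The share of counts on chromosome X was 1.36% ± 0.0228 (SD, n = 3) in CTL and 1.35% ± 0.0219 (SD, n = 3) in the libraries labelled H2A.Z dKO (exact permutation test, two-sided p = 0.6), and the share on chromosome Y was 0.0101% and 0.00869% (exact permutation test, two-sided p = 0.2).

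Named in the text, by a rule set before the data were examined, are the pair of intervals with the smallest p in each direction, the interval with the highest mean RPKM, the intervals of H2afz and H2afv, and the promoter intervals of Myog, Myod1, Musk, Chrna1, Chrnd, Hdac4 and Pax7, which the paper names. Lists of marker genes of muscle fibres, endothelial cells, macrophages and fibroblasts were written before they were tested. The alternatives tried, set at the same time as that rule, were DESeq2, limma voom, other scalings (median-of-ratios factors, total counts, loess offsets), filters on low counts or RPKM, a replicate block, other thresholds and pseudocounts, and each library left out in turn. RNA-seq, ChIP-seq, the embryonic fibroblasts and the denervated muscles were not analysed here.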

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

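In this part, the test of more accessible chromatin was chosen only after the result was seen.

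The authors' deposited table lists 17264 intervals for H2A.Z dKO only and 7128 for CTL only, a ratio of 2.42. The paper used the union of these regions, and how they divide between the groups is a column it does not report on. In the intervals listed for H2A.Z dKO only, 69.8% had a higher scaled count in the libraries labelled H2A.Z dKO, and their median log2 fold change was 0.11. Of these intervals 0 had an adjusted p under 0.05 (edgeR), while 889 were higher and 54 lower at an unadjusted p under 0.05. In the intervals listed for CTL only the median log2 fold change was -0.13, with 37 higher and 553 lower at an unadjusted p under 0.05 (edgeR). In those listed for both groups the median was -0.023, with 125 higher and 312 lower.

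Depth may account for the excess, because by the methods a region had to be called in all 3 libraries of a group, and the shallowest CTL library had 3520008 counts, against 4549968 in the shallowest library labelled H2A.Z dKO. Counts were simulated without a difference between the groups but with the real library sizes, and an interval was called where all 3 libraries of a group passed a threshold on counts per bp. The ratio of H2A.Z dKO only to CTL only intervals then had a median of 6.26 over 100 simulations, with a range of 5.79 to 6.84. On the real counts the same rule gave 7.38, above the highest of these simulations. Under this rule, depth alone as simulated thus did not reach the real ratio. The ratio of 7.38 is also above the authors' 2.42, so the rule is not a model of their calling. The name of the deposited table also calls its peaks pooled, and which rule made the sets was not settled. The size of the effect of depth cannot be told from this test. The alternative, more accessible chromatin in the muscles labelled H2A.Z dKO, cannot be told apart from it either: the intervals were chosen on the same counts, which fixes the sign of their median of 0.110. The genotype itself stays open as an untested biological explanation.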

How the results depend on the processing

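No test in this part was chosen only after its result was seen. The count of intervals with an adjusted p under 0.05 was 0 in each of the 17 alternatives tried for it. At an unadjusted p under 0.05 the count ran from 681, among the 19884 intervals with mean RPKM above the median, to 3163 without H2A.Z dKO replicate 1. It was 756 with DESeq2, 1064 among the intervals with at least 20 counts in every library and 1265 without CTL replicate 3, against 1970. For the main results, 125 values under an alternative kept their side of the threshold or their direction, or moved by less than the spread between replicates or 1.5 times for a count, and 21 did not. Among the 125 are counts of promoter, other, target and named intervals with an adjusted p under 0.05. These had to be 0 once the total was 0, so the 125 are not independent checks. Some of the 125 changed in size. The difference in the share of counts in the most accessible 10% of intervals, -0.514, ran from -0.877 without H2A.Z dKO replicate 1 to -0.179 without H2A.Z dKO replicate 3. The trend with accessibility, -0.14, ran from -0.25 to -0.073 without the same libraries.

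The number of intervals with mean RPKM differing at least 2-fold, 159, fell to 0 with at least 20 counts in every library and was 1471 at a ratio of 1.5, which is a looser threshold. It ranged from 175 to 342 across the 6 sets that each left out 1 library, where group means rest on fewer libraries. Confidence intervals within 0.58 rather than 1 were found in 19394 intervals, again by construction. The excess of the mean correlation within groups turned from 0.0169 to -0.0031 with at least 20 counts in every library; the cause was not tested. The distance between the lowest and highest median of the autosomes, 0.050, was 0.047 with loess offsets and 0.044 to 0.055 with a library left out. The log2 fold change of the widest minus the narrowest 10% of intervals, -0.0032, became 0.028 with loess offsets and 0.063 with at least 20 counts in every library, and ran from -0.089 to 0.060 with a library left out. Promoter minus intergenic intervals, 0.0016, ran from -0.10 to 0.057 with a library left out. The lowest value, -0.10, came without H2A.Z dKO replicate 1. The causes were not tested.

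All 14 named intervals stayed above an adjusted p of 0.05, between 0.143 and 0.99999, in the alternatives run for them. These were DESeq2, loess offsets, the replicate block and each library left out in turn. With a library left out, the log2 fold change ran from -0.044 to 0.24 at Peak_7049, from -0.23 to 0.28 at Peak_7050, from -0.067 to 0.25 at Peak_23797, from -0.089 to 0.067 at Peak_23798 and from -0.071 to 0.41 at Peak_1093. That of Peak_23798, which is close to 0, also became 0.0035 with DESeq2, 0.041 with loess offsets and 0.0040 with the replicate block. Other intervals kept their sign with a library left out but changed in size. The log2 fold change ran from -0.31 to -0.048 at Peak_15364 and from -0.32 to -0.053 at Peak_15365. It ran from -0.62 to -0.27 at Peak_7051, from 0.26 to 0.57 at Peak_1092 and from -0.54 to -0.12 at Peak_16191. For the lists of genes changed in RNA-seq, camera gave p from 0.0919 to 0.843 over the same alternatives. At the depth, spread and number of these libraries, simulated 1.5-fold changes were recovered in 14.3% of cases; these were not varied one by one.

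The replicate numbers were used as a block in an alternative. With the replicate block 0 intervals had an adjusted p under 0.05 and 1756 an unadjusted p under 0.05, and with loess offsets added these numbers were 0 and 1840. The numbers do not pair the samples, as the deviations of libraries with the same number from their group means correlated at -0.0977, -0.053 and -0.0323 for replicates 1, 2 and 3.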

Differences from the paper's values

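In this part, the sum of the intervals between the loxP sites of H2afz and its alternatives were chosen only after the values were seen, and no other test was. The table analysed here lists 39768 intervals, fewer than the union intervals that the paper's text gives, by less than 1.5 times. The number of intervals that passed the threshold, 0 higher and 0 lower, beside 1970 at an unadjusted p under 0.05, is that of the paper, which gives about 0 enriched and about 0 depleted peaks in Fig. 4E, read by eye. It was 0 with DESeq2 and with each other alternative as well.

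The paper describes the floxed exons as removed in muscle fibers of H2A.Z dKO mice. In the libraries labelled H2A.Z dKO, the scaled count of the intervals between the loxP sites of H2afz was 89.6% of the CTL level, with a 95% confidence interval of 65.4% to 123%. Its log2 fold change, -0.16, ran from -0.30 without CTL replicate 3 to -0.015 without CTL replicate 2.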

Other observations

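The tests of another copy of the sequence, of the residual share, of Peak_7050 and Peak_7051 taken alone, of each list of marker genes taken alone, of exchanged or wrong labels, of the corrections on log2(RPKM + 1), of the choice of intervals by group, and of the counts of intervals by adjusted and unadjusted p over other splits were chosen only after the results were seen.

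The libraries labelled H2A.Z dKO kept fragment ends between the loxP sites of H2afz, where deleted alleles give none. The longest match of the intron elsewhere in the genome was 33 bp. Identical matches on chromosome 3 were all set aside, so a further identical copy there was not looked for. By the methods, reads shorter than this match could be kept as well. Reads from another copy of the sequence therefore stay open. A residue of non-muscle nuclei of the size of the signal that remained in the paper's assays, 15 to 20% by the paper, stays open. The lower limit of the 95% confidence interval was 65.4% of CTL (edgeR), but this is a share of fragment ends. It would exclude such a residue only if all nuclei were equally open at this intron, which was not measured. Of the 2 intervals summed, Peak_7050 is listed by the authors for H2A.Z dKO only, a set chosen on the same counts. Peak_7051, listed for both groups, had a lower limit of 50.8% when taken alone. The paper's assays measured RNA and protein, and the shares of cell types among the sequenced nuclei may differ from those behind them.

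A larger share of nuclei from other cells stays open as well. Muscle fibre markers had a median RPKM of 164 in CTL over 12 promoters, 9 of them with an interval, and the highest was that of Tnnt3, 256. Over the 3 other lists pooled, the median was 0% of this, since a promoter without an interval counts as 0 and only 13 of the 30 promoters have one. Taken alone, the endothelial list reached 50.5% with 6 of 10 promoters, the highest being Kdr with 196, and the fibroblast list 57.0% with 7 of 10, the highest being Pdgfra with 146. The macrophage list had 0% with 0 of 10, where 36.0% of all annotated genes with 1 locus have an interval at the promoter. No gene is in more than 1 list, and how many of these genes muscle fibres also express was not analysed here. Called intervals have RPKM above a floor, and intervals that were not called exclude nothing, so these values give no share of nuclei. An exchange of labels among the 6 libraries cannot be told apart either, since how far the deletion lowers the count depends on the nuclei that are open at this intron. The lowest library stood at 62.6% of the highest (with a lower limit of 40.0% from the counting error of both libraries). For Peak_7051 alone this limit was 28.4%, and for Peak_7050 alone, with 11 counts in the lowest library, it was 17.5%. Whether the mice behind the libraries labelled H2A.Z dKO carried the deletion cannot be told from the groups, as 0 of the 3 libraries lay below every CTL library. That count rests on CTL replicate 3, at 9.35 CPM. The libraries labelled H2A.Z dKO, at 10.0 to 12.6 CPM, all lay below CTL replicates 1 and 2, at 12.9 and 14.9 CPM. Incomplete recombination in the nuclei that were sequenced is a biological explanation that was not tested.

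The library of H2A.Z dKO replicate 1 stood apart on the first principal component and in its correlations. The first principal component held 30.8% of the variance and placed it at 61.6, with the others between -17.6 and -1.18. The second held 24.4% and placed the CTL libraries between -39.1 and 2.87 and those labelled H2A.Z dKO between 6.14 and 28.5, so that the groups did not overlap on it. Any order of 6 libraries parts 1 of the 10 splits in this way, and the explanation was not tested. For H2A.Z dKO replicate 1, the mean correlation with the other libraries, on log2(RPKM + 1), was 0.762, against 0.803 among the rest, a gap of 0.0416. The next largest gap was that of CTL replicate 3, 0.0169. The other 5 libraries are not alike on every measure: in the log2 difference between the most and the least accessible 10% of intervals, H2A.Z dKO replicates 2 and 3 (-0.18 and -0.19) lay farther from CTL (0.050 to 0.057) than replicate 1 did (0.14). In replicate 1, intervals with the highest GC content (at least 73.5%) exceeded those with the lowest (at most 47%) by 0.35 on the log2 scale, where the other libraries had -0.20 to -0.013. Loess corrections were tried on log2 CPM, where the gap in mean r was 0.0107. Of that gap 88.5% was left by a correction on GC content, 117.8% by one on accessibility, 112.6% by one on interval width and 81.5% by all 3 in turn. On log2(RPKM + 1) the corrections left 92.7%, 153%, 91.0% and 91.4% of the gap of 0.0416. These values argue against each property as the whole cause. In this library, the muscle fibre promoters stood at percentile 1.23 of 10000 matched random lists, but the endothelial and fibroblast promoters stood at percentiles 60.7 and 46.3, and the macrophage list had no value, so another share of muscle fibre nuclei could not be told from these lists. Differences between animals or preparations were not tested.

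Intervals with mean RPKM differing at least 2-fold were narrow, with a median width of 29 bp, and only 9 of the 159 were at least 73 bp wide. Of these intervals 158 lie in the set that the authors list for the group in which they are higher, 1 in the set listed for both and 0 in the opposite set. If an interval enters a set by being called in all 3 libraries of a group, as the methods say, a candidate explanation is that choosing intervals by group enlarged the extremes, and a real difference would place them in the same sets, so that the count of 158 cannot tell these apart.

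The 6 libraries can be split into groups of 3 in 10 ways, so no share of splits can fall under 0.1. All 10 splits gave at least the 0 intervals with an adjusted p under 0.05 of the real one, and 4 of the 10 gave at least its 1970 intervals at an unadjusted p under 0.05. CTL replicate 1 with H2A.Z dKO replicates 2 and 3 against the rest gave 5 intervals with an adjusted p under 0.05 and 3891 with an unadjusted one, the most of any split, and no batch named in the labels or the paper follows this split. For 2-fold differences in mean RPKM, only the real split, 1 of the 10, gave as many as 159, and the others gave 12 to 75. If intervals were called by group, as the methods say, this favours the real split, so the other splits are no fair comparison for it.

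No stretch of a chromosome stood apart. Among 441 windows of 5 Mb with at least 20 intervals, the median log2 fold change farthest from 0 was -0.20, on chromosome 9 from 80000001 over 26 intervals, and 5 of the 10 splits gave a window as far from 0.

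In the authors' deposited table the p-values average 0.559, where uniform p-values average 0.5, and the Wald statistic has an SD of 0.831. The explanation was not tested.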
